# Effects of Different Tissue Microenvironments on Gene Expression in Breast Cancer Cells

**DOI:** 10.1371/journal.pone.0101160

**Published:** 2014-07-08

**Authors:** Gaelle Rondeau, Parisa Abedinpour, Prerak Desai, Veronique T. Baron, Per Borgstrom, John Welsh

## Abstract

In metastasis, circulating tumor cells penetrate the walls of blood vessels and enter the metastatic target tissue, thereby becoming exposed to novel and relatively unsupportive microenvironments. In the new microenvironments, the tumor cells often remain in a dormant state indefinitely and must adapt before they are able to successfully colonize the tissue. Very little is known about this adaptive process. We studied temporal changes in gene expression when breast cancer cells adapt to survive and grow on brain, bone marrow, and lung tissue maintained in an *in vivo* culture system, as models of the metastatic colonization of these tissues. We observed the transient activation of genes typically associated with homeostasis and stress during the initial stages of adaptation, followed by the activation of genes that mediate more advanced functions, such as elaboration of cell morphology and cell division, as the cells adapted to thrive in the host tissue microenvironment. We also observed the temporary induction of genes characteristic of the host tissue, which was particularly evident when tumor cells were grown on brain tissue. These early transient gene expression events suggest potential points of therapeutic intervention that are not evident in data from well-established tumors.

## Introduction

Signals supplied by the local microenvironment control gene expression during development [1] and when cells are placed in novel tissue microenvironments for investigative purposes [2], [3]. Similarly, cancer cells in primary tumors respond to signals present in their local microenvironment [4] and reciprocally alter gene expression in the local stroma [5]. Similar reciprocal effects can be expected between metastatic tumors and their target tissue microenvironments. The individual steps in the progression of primary cancer to metastatic cancer have been reviewed [6], [7], and there are extensive gene and protein expression data from preinvasive and invasive primary tumors, metastatic tumors, and circulating tumor cells. The transitions between these physiological compartments, i.e. crossing the basement membrane in the epithelial-to-mesenchymal transition (EMT), entering the circulatory system, extravasating into and colonizing a target tissue, have all been studied using diverse strategies [7].

A common approach used to study extravasation and colonization of target tissue has been comparison of cells serially transplanted to select for those able to invade a specific tissue or organ with different efficiencies. For example, MDA-MB-231 cell lines have been selected to efficiently metastasize to the brain [8]. Gene expression analysis of cells selected in this manner was used to identify genes that mediate breast cancer metastasis to the brain [9]. Similarly, gene expression in 4T1 cells, which metastasize to bone, lung, and lymph nodes, was compared to gene expression in 4TO7 cells, which were derived from the same primary tumor, and which extravasate into but fail to colonize the lung [10], to identify genes that mediate colonization of lung [11]. In those experiments, cells introduced into the circulation were cultured from the target tissue, and this process was repeated, resulting in cell lines with progressively more aggressive ability to extravasate, survive, and colonize the target tissue. However, the efficiency of colonization depends on post-extravasation cell death and on the duration of post-extravasation dormancy [12]. Consequently, correlations between gene expression and metastatic potential for cell lines selected for differential metastatic potential by this approach do not resolve the individual contributions of extravasation, survival, and colonization. Each of these steps in metastasis engages distinct cell-physiological processes and represents conceptually distinct points of potential therapeutic intervention. In addition, once a cell has extravasated and learned to survive, the rate of colonization can increase progressively, and mechanisms underlying the acquisition of more aggressive growth have not been described. Events that ensure the survival of the cell immediately after extravasation are not understood.

We explored the time-dependence of differential gene expression when cancer cells were directly embedded in different tissue microenvironments, as a model for the immediate events that occur during post-extravasation colonization in different metastasis microenvironments. We observed early responses which include the up-regulation of genes normally involved in material homeostasis, whereas later changes include the up-regulation of genes normally involved in cell shape, division and motility, in accordance with gene expression data on established tumors. Of particular interest, we observed that breast cancer cells initially express genes that are characteristic of the surrounding tissue. This was most evident when breast cancer cells were co-cultivated with brain tissue, for which a large number of tissue specific genes can be identified, but may also occur when the co-cultivated tissue is bone marrow or lung. Many of the changes in gene expression induced by co-cultivated tissues and observed in early passages did not persist in later passages. Such transient gene expression must also occur in natural metastasis and cannot be discovered by examining gene expression in natural primary tumors or established natural metastatic tumors, inasmuch as they may precede tumor growth. Therefore, therapeutic targets to delay or prevent the further development of early metastatic lesions might be identified by exploring early gene expression events when tumor cells first encounter a foreign tissue environment.

## Results

The processes by which disseminated tumor cells (DTC) adapt to different tissue microenvironments are poorly understood. Typically, disseminated tumor cells experience a dormant phase immediately after extravasation that may persist for many years. These disseminated tumor cells reside in foreign tissue microenvironments as single cells until they acquire the ability to divide. We designed an experiment to identify genes that are differentially regulated during this adaptive period in brain, bone marrow, and lung tissue. We circumvented the extravasation step, itself, by directly grafting tumor cell spheroids onto these tissues prepared using a dorsal skinfold chamber *in vivo* co-culture system. The dorsal skinfold chamber is a small stainless steel and glass device that is surgically attached to a fold in the skin on the back of a mouse, in such a way as reveal the underside (i.e. the hypodermis) of the skin on one side of the fold through hole in the other side, which is protected by a microscopy window. Minced tissues grafted to the hypodermis in dorsal skinfold chambers survive and revascularize, and retain their original character with respect to several molecular markers [13]. Tumor cells can be grown on these tissue substrates by grafting tumor cell spheroids, yielding a pseudo-orthotopic intravital microscopy model for tumor growth in which growth rate and other parameters can be monitored [14]. The tumor cells can be recovered from the dorsal skinfold chambers and analyzed for gene expression.

### Tumor cell adaptation to different tissues

**Fig.1** presents an outline of the experimental design used in the present study. We prepared brain, bone marrow, and lung tissues in this manner and grafted the murine Her-2/neu-positive transgenic mouse breast cancer cell line, N202, transformed to express H2B-GFP, as described previously [15]. Three weeks after *in vivo* seeding, cells from the resulting N202 tumors were grown *in vitro*, in the presence of G418, which selected for the presence of the H2B-GFP cassette. Spheroids were prepared from these cells and were reintroduced into the *in vivo* culture system for about three weeks. This process was repeated for up to four cycles. Cells grown in this manner on brain tissue for four cycles initially grew more slowly *in vitro* than did the parental cell line, but eventually returned to or surpassed the initial growth rate. Growth *in vitro* and *in vivo* correlated well (**Figs. S1A, D, G**). In bone marrow, a steady increase in growth rate was observed both *in vitro* and *in vivo* (**Figs. S1B, E, H**), also with strong correlation. Although strong correlation between *in vitro* and *in vivo* growth was not anticipated, it supports the conclusion that some characteristics acquired during *in vivo* adaptation persist during *in vitro* growth. Adaptation to lung tissue was irregular and correlation between *in vivo* and *in vitro* growth was poor. The lack of correlation between growth *in vivo* vs. *in vitro* for lung tissue (**Figs. S1C, F, I**), appeared to be due to growth arrest caused by hemolysis in the IVM chamber at several time points (not shown). Increases in tumor growth rates with serial transplantation have been observed previously, and are generally understood to reflect adaptation to the microenvironment [16], [17].

**Figure 1:**
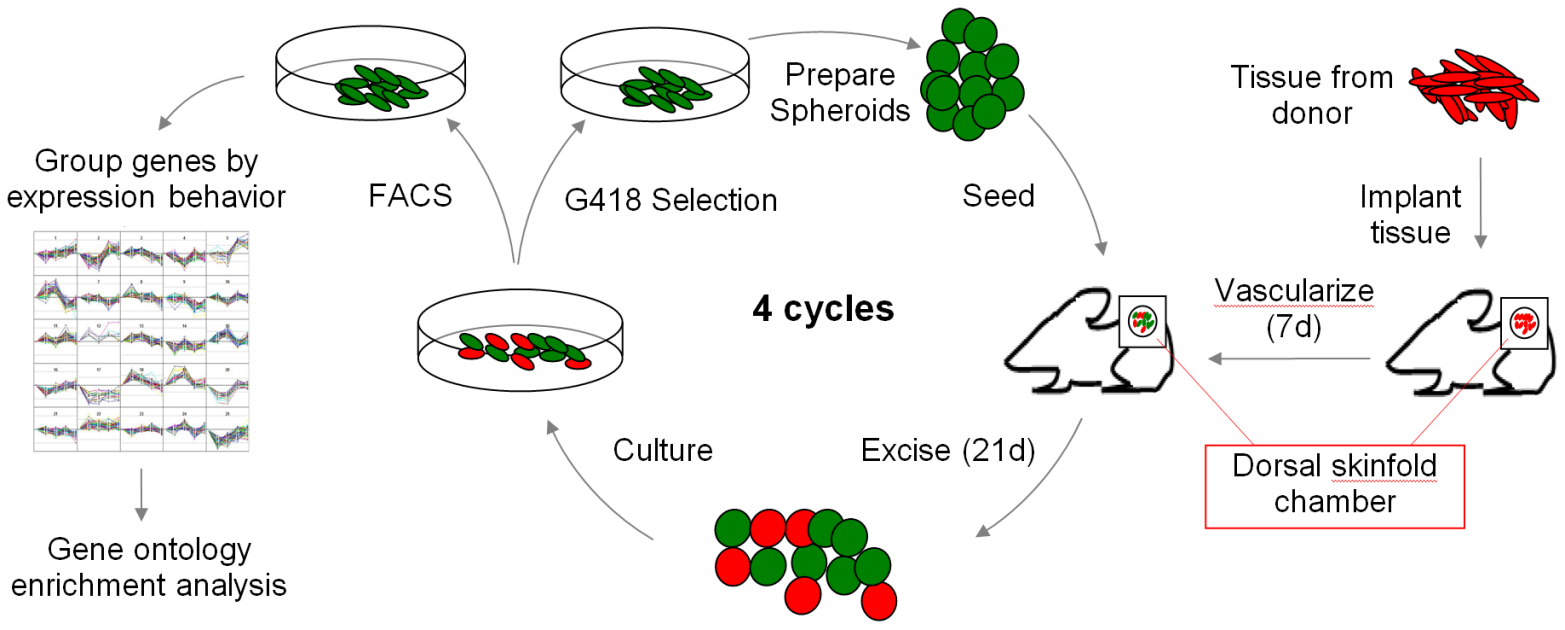
Outline of the experiment. Tissue (brain, bone marrow, or lung) is taken from a donor mouse, minced with a razor, and placed in a dorsal skinfold chamber. After ∼7 days, when the tissue has developed vasculature, tumor spheroids prepared initially from the parental (N202) cell line were grafted on top of the vasculaturized tissue bed. After 21 days, the tumor and tissue were placed in cell culture, allowing tumor cells and cells from the tissue to grow. These were selected using G418 and placed back in tissue culture to increase their numbers. These cells were converted into spheroids and reintroduced onto vascularized tissue in a new dorsal skinfold chamber or sorted on the basis fo GFP fluorescence and analyzed for differential gene expression. This was repeated for up to 4 cycles (P0-P4). Genes were grouped by k-means according to differential gene expression in P1-P4 relative to the parental cell line (P0). These k-means groups were then examined for enrichment of Gene Ontology Biological Process Terms.

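N202 is a mammary tumour cell line of Her-2/neu transgenic mice, and the cells studied here carry a green fluorescent protein fused to histone H2B, by which they were sorted. RNA of cultured cells was measured on Affymetrix Mouse Gene 1.0 ST arrays, which hold several short probes for the exons of each gene. The brain series had 2 arrays for the parental cells (P0) and 2 for each of P1 to P4, a passage being 21 days on tissue in a skinfold chamber. The second array of each pair is labelled a technical replicate and came, by the methods, from its own culture of the same adapted cells, so the tests below measure the spread between cultures of one adapted line and not between adaptation experiments. The authors turned probe intensities into 1 value per probe set by RMA, that is background correction, quantile normalization between arrays and a median polish, and the values are on the log2 scale. From there, the 10522 probe sets with the highest group mean were kept, the number that the paper kept after its comparison with negative control probes, and of these 7917 carried 1 gene symbol and gave 7300 genes. The group means of all 21 arrays were fitted together with limma, and a gene was called changed at an adjusted p (Benjamini-Hochberg over the 10522 probe sets) under 0.05. All changes are log2 fold changes from P0 unless said otherwise, with n = 2 arrays in each brain group and in P0. With 50 genes simulated at each size, the fit recovered 26 genes changed 2-fold and 50 changed 4-fold at P1, with 1 false call, so the small number of arrays limits what can be called at smaller changes. In lists of genes chosen before the data were examined, the shift of a list against all other genes was tested with camera, a set test of limma, at a preset correlation of 0.01 between genes.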

Cancer cells subjected to selection for growth in a foreign tissue microenvironment exhibit changes in gene expression some of which persist when the cells are removed from the foreign tissue microenvironment and grown *in vitro*. 

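At P1 the largest increases among the called genes, apart from the potassium channel gene Kcnma1, were in Tmem47, a membrane protein of cell junctions, in Gpx2, a glutathione peroxidase, and in Akr1c18, an enzyme that inactivates progesterone. Tmem47 (probe set 10600597) had a log2 fold change of 5.57 (standard error 0.26, adjusted p = 4.1e-05), Gpx2 (probe set 10401109) of 4.87 (standard error 0.24, adjusted p = 4.1e-05) and Akr1c18 of 4.67 (adjusted p = 0.0017). The largest decreases were in Timp3, an inhibitor of matrix metalloproteinases, at -5.16 (standard error 0.32, adjusted p = 7.5e-05), and in Tns4, a protein of focal adhesions, at -5.15 (adjusted p = 4.5e-05). The level of Timp3 at brain P1 lay below 7.33, the limit of the filter on the largest group mean. The size of its decrease at P1, here and in the comparisons between tissues, is therefore uncertain. At P2 Gpx2 and Timp3 stood at 4.74 and -5.40, and Lgals1, which encodes the lectin galectin-1, and S100a4, a calcium-binding protein linked to cell motility, fell to -4.06 (adjusted p = 0.00023) and -4.42 (adjusted p = 0.00021). At P3 and P4 Gpx2 was at -0.99 and -0.93 and Timp3 at -0.79 and -0.56, and none of these 4 values passed the test. Of 7300 genes, 141 rose and 264 fell at P1, 358 rose and 611 fell at P2, 14 rose and 34 fell at P3, and 12 rose and 62 fell at P4. With the arrays paired by order in a replicate block, 567 and 1194 genes changed at P1 and P2, but without the filter 80 and 154 did, with both adaptation experiments in one model 5 and 3, and without the 5 arrays with the highest floor, a setting chosen after the data had been seen, 17 and 12. With chromosome medians subtracted, also chosen then, the excess of decreases was smaller at P1, with 140 up and 158 down, and absent at P2, with 354 up and 339 down. Single arrays moved these totals: at P1 they were 160 and 177 without parental P0 replicates 1 and 2 and 128 and 95 without brain P1 replicates 1 and 2, at P2 they were 282 and 515 without parental P0 replicates 1 and 2 and 359 and 354 without brain P2 replicates 1 and 2, and the total at P3 fell to 16 without parental P0 replicate 2 and 14 without brain P3 replicate 2. At P4 the totals were 35 and 29 without parental P0 replicates 1 and 2 and 25 without brain P4 replicate 2, and other scalings of the arrays gave a higher share of increases, with 21 up and 38 down at P4 when array medians were made equal, 19 up and 30 down at P4 after cyclic loess, and 506 up and 564 down at P2 after cyclic loess.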

Gene expression profiles for parental cells (P0) and passages 1-4 (P1-P4) were generated from the *in vitro* cell cultures after cell sorting. 

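In the trajectories of the brain series, Csn3, which encodes the milk protein kappa-casein, stood at 1.59 at P1 and 5.00 (adjusted p = 0.013) at P2, and Gjb2, which encodes the gap junction protein connexin 26, at 2.32 and 4.00 (adjusted p = 0.00014). Col8a1, a short-chain collagen, and Ecrg4, a secreted peptide precursor, ran the other way, with Ecrg4 at -4.20 (adjusted p = 4e-04) at P1 and -4.06 at P2. K-means on the mean changes of the 10522 kept probe sets at P1 to P4, with 25 groups and 50 starts, gave 6 groups (590 probe sets) whose mean over P1 and P2 lay at least 1.5-fold above P0, called higher early here, and 6 groups (1122 probe sets) whose mean lay as far below, called lower early. This limit does not use P3 and P4: of the 6 higher groups, 1 of 2 probe sets stood at 7.81 and 8.42 there, above its 5.15 and 0.82 at P1 and P2, and 1 of 22 probe sets was still at 1.87 and 1.43, and of the 6 lower groups, 1 of 21 probe sets stood above P0 at 2.44 and 2.31, while those of 17, 197 and 540 probe sets were still at -2.37 and -2.42, -0.487 and -0.453, and -0.318 and -0.518. With 16 groups these were 3 and 4 groups (415 and 1028 probe sets), with 36 groups 7 and 11 (609 and 1496), and with another random start 5 and 5 (354 and 619). The 46 genes of the paper's cell cycle list, which the study chose on these samples and are therefore no independent evidence of direction, fell in 4 of the 25 groups, and 45 of them lay in groups lower early. The 10 kept genes that the paper names for sodium and amino acid transport lay in groups higher early. Omitting parental P0 replicates 1 and 2, each in turn, ended the call of Csn3 at P2, with the highest adjusted p = 0.068 without parental P0 replicate 1 (log2 fold change 5.21).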

Genes were assigned to groups by k-means, based on their expression trajectories, which varied as the cells adapted to the brain, bone marrow, and lung tissue microenvironments over serial passages. **Fig. 2** shows graphs of k-means groups for cells grown on brain tissue at passages P0-4 assuming 25 k-means groups. These k-means groups reflect the coordinated regulation of the member genes over successive passages. The extent to which these changes reflect *bona fide* genetic selection versus epigenetic alterations is unknown, but either mechanism allows for selection of cells in which gene expression promotes or is at least neutral relative to survival and cell proliferation, which form the basis of selection. 

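Kcnma1, which encodes a calcium-activated potassium channel, was the gene with the largest increase at P1 on bone marrow, at 8.45 (adjusted p = 0.004), and on lung, at 8.14 (adjusted p = 0.0027). In P0 Kcnma1 lay below the filter limit of 7.33, so the size of its increases, here and in the other comparisons with P0, is uncertain. Hid1, a gene of secretory granule formation, rose by 1.51 on bone marrow and 1.71 on lung. Slco1a5, an organic anion transporter, and Hsd11b1, an enzyme that activates glucocorticoids, fell in both, to -4.01 and -3.10 on bone marrow and -3.70 and -3.26 on lung, Cadm1, an adhesion molecule, fell on bone marrow to -2.52 (adjusted p = 0.03), and Emb, an adhesion protein of the immunoglobulin family, fell on lung to -3.69 (standard error 0.22, adjusted p = 0.00018). Bone marrow and lung had 1 array for each of P1 to P4, and breast tissue, which the paper does not discuss beyond a legend, had 1 at P1; all were processed as the brain arrays were and compared with the same 2 P0 arrays. Each lone array was assumed to vary like the groups with 2 arrays, and 10 of 50 simulated 2-fold changes and 43 of 50 simulated 4-fold changes were recovered at bone marrow P1, with 5 false calls. The totals over 7300 genes at P1 to P4 were 3, 3, 5 and 6 up and 6, 8, 15 and 10 down on bone marrow, and 2, 3, 1 and 3 up and 9, 0, 3 and 3 down on lung. At lung P2, where 0 fell at the adjusted threshold, limma's unadjusted p was under 0.05 for 207 genes. That is fewer than such a threshold gives by chance over 7300 genes, so it is no sign of further change. Leaving out parental P0 replicate 1 or 2 gave 2 or 7 genes at bone marrow P1, 22 or 8 at P3 and 20 or 10 at P4, and 6 or 23 at lung P1, 3 or 0 at P2, 2 or 15 at P3 and 5 or 10 at P4. Dropped in turn, parental P0 replicates 1 and 2 each ended at least 1 of the calls of Hid1, Slco1a5, Hsd11b1 and Cadm1 at bone marrow P1, with the highest adjusted p = 0.22 for Hid1 without parental P0 replicate 1 (log2 fold change 1.44). At least 1 of the calls of Hid1, Slco1a5 and Hsd11b1 at lung P1 was lost when parental P0 replicates 1 and 2 were left out, each in turn, with the highest adjusted p = 0.09 for Hid1 without parental P0 replicate 1 (log2 fold change 1.64).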

The corresponding graphs for bone marrow and lung can be found in **Figs. S2B and C**. The trajectories of individual genes and other sorting tools can be found at http://www.voxvill.org.

**Figure 2:**
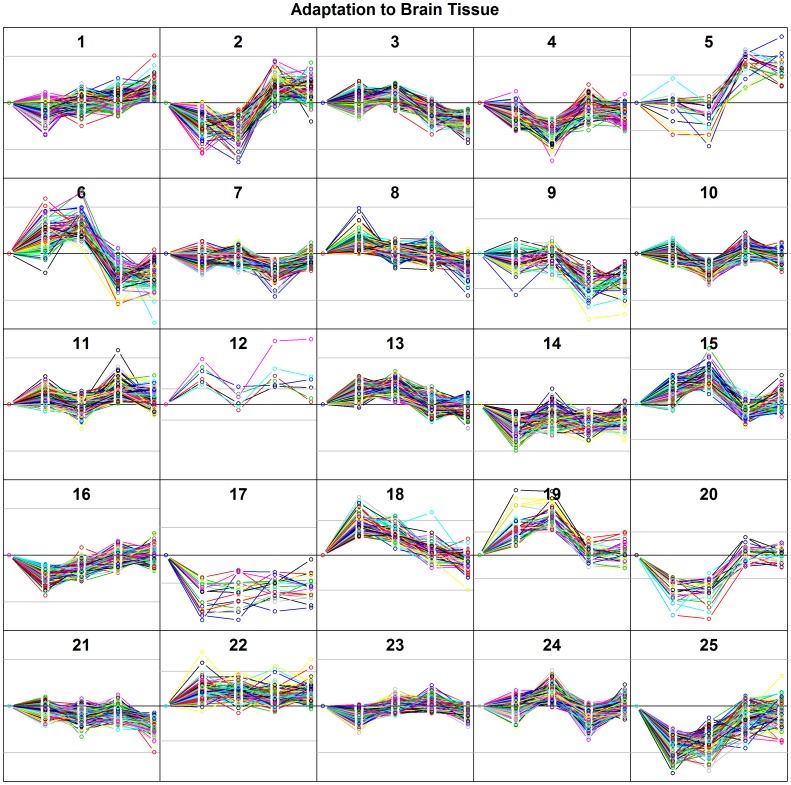
K-means grouping of gene expression fold changes during adaptation of N202 cells to brain tissue. Genes were grouped according to expression profiles over time using k-means and assuming 25 groups (i.e. N = 25). The central black line in each frame represents no change, i.e. 1-fold changes, and the gray lines represent 4-fold increases or decreases, relative to the parental cell line. Horizontally, the five positions along the x-axis represent sequential *in vivo* passages, P0 (i.e. parental cells), P1, P2, P3, P4, and gene expression analysis was performed on cells expanded *in vitro* from each of these passages. We then explored how GO Biological Process Terms distributed among these 25 groups.

In this discussion, k-means groups for brain, bone marrow and lung are designated “BN_N_ X”, “BM_N_ X”, and “LN_N_ X”, where the subscript N refers to the number of k-means groups and X refers to a specific k-means group. There is no rigorous method to define the correct number of groups (see Materials and Methods). For most of the discussion that follows, N = 25 was chosen subjectively to resolve between clearly distinct temporal patterns, but to avoid separating similar temporal patterns on the basis of noise. Other choices for N can be explored at http://www.voxvill.org. GO Biological Process Terms (www.geneontology.org) associated with the genes in each k-means group at statistically significant frequencies were determined and are italicized in the text that follows. GO Biological Process Terms relevant to the discussion and the corresponding GO IDs are listed in **Table 1**, with p-values from Fisher's exact test [18] corrected to indicate false discovery rates (q-values) [19]. Several physiological and developmental functions commonly associated with the development of tumors, including homeostasis, cell cycle, motility and morphology, angiogenesis, and functions that reflect perturbations in protein dynamics and innate immunity, are apparent in these data and are listed in this table. Following a brief discussion of the induction of these various functions, we show that cancer cells grafted onto brain tissue initially respond to this microenvironment by temporarily elevating the expression of genes normally associated with neurobiological functions. Other significant GO terms, of which there are many, can be explored in detail at http://www.voxvill.org. The following discussion pertains to GO terms that were significant with qval ≤0.05.

**Table 1:** Significant GO Biological Process Terms Illustrating Sequential Adaptation of N202 Cells to Brain Tissue.

Function	KMG	GO ID	GO Biological Process Term	qval*
Homeostasis	BN_25_ 6	0006814	sodium ion transport	0.0006
		0015807	L-amino acid transport	0.0008
		0006811	ion transport	0.0009
		0003333	amino acid transmembrane transport	0.006
	BN_25_ 15	0006811	ion transport	0.008
		0006820	anion transport	0.03
		0015991	ATP hydrolysis coupled proton transport	0.004
	BN_25_ 18	0055072	iron ion homeostasis	0.0009
		0015809	arginine transport	0.042
	BN_25_ 19	0015837	amine transport	0.018
(many others: See Table S1)				
Cell cycle, Locomotion	BN_25_ 2	0032321	positive regulation of Rho GTPase activity	0.001
And Morphology		0030036	actin cytoskeletal organization	0.003
		0032956	regulation of actin cytoskeleton organization	0.016
		0051017	actin filament bundle assembly	0.019
	BN_25_ 4	0007049	cell cycle	7×10^−11^
		0051301	cell division	4×10^−7^
		0007067	mitosis	2×10^−6^
		0006260	DNA replication	8×10^−6^
		0007076	mitotic chromosome condensation	4×10^−7^
		0006281	DNA repair	0.0002
		0030261	chromosome condensation	0.0004
		0007059	chromosome segregation	9.7×10^−4^
		0006334	nucleosome assembly	0.001
		0006487	protein N-linked glycosylation	0.002
		0006284	base-excision repair	0.006
		0007099	centriole replication	0.009
Angiogenesis	BN_25_ 15	0001569	patterning of blood vessels	0.004
		0001944	vascular development	0.004
	BN_25_ 17	0045747	positive regulation of Notch signaling pathway	0.0005
	BN_25_ 20	0001525	angiogenesis	0.003
	BN_25_ 25	0016525	negative regulation of angiogenesis	0.03
Endoplasmic Reticulum,	BN_25_ 15	0034976	response to endoplasmic reticulum stress	0.001
Stress And Innate Immunity		0030968	endoplasmic reticulum unfolded protein response	0.006
		0032436	positive regulation of proteasomal ubiquitin-dependent protein catabolic process	0.01
	BN_25_ 19	0008228	opsonization	0.0003
		0006935	chemotaxis	0.0004
		0043032	positive regulation of macrophage activation	0.0007
		0050766	positive regulation of phagocytosis	0.002

Several functions important in tumor development are prominently represented in genes grouped by their expression behavior over time. The group designation (KMG) references the groups in Fig. 2, such that the relative timing of the induction or repression of these functions can be seen.

### Functional evolution during adaptation

Material Homeostasis The molecular determinants present in a metastatic tumor microenvironment are generally thought to be initially inhospitable to the extravasated disseminated tumor cells, possibly leading to dormancy. Extravasation necessarily implies the immediate proximity of microvasculature, therefore it cannot be taken for granted that extravasated disseminated tumor cells have limited access to nutrients due to a delay in the activation of neovascularization programs. In our experimental model, tumor spheroids consist of only a few tens of thousands of cells grafted onto a fully vascularized bed of tissue, suggesting that diffusion is unlikely to be limiting. Nevertheless, material balance, particularly ion balance, appears to be a key variable. 

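Tmem47 and Cers6, a ceramide synthase, were called higher at both P1 and P2, Cers6 at 4.20 (adjusted p = 0.00014) and 4.56, and Renbp, an enzyme of sugar metabolism, rose to 4.27 (adjusted p = 6.2e-05) at P2. By P3 and P4 Tmem47 was at 0.55 and 0.03, neither passing the test. Of the 358 genes that rose at P2, 97 had also risen at P1, where both lists are called against the same P0 arrays and so can overlap without a lasting response. Of the genes that rose at P2, 312 (87.2%) were called lower at P3 than at P2, and 1 was still called higher than P0 at P3. Of the 611 genes that fell at P2, 463 (75.8%) were called higher at P3 than at P2, and 12 were still called lower than P0 at P3. These genes were picked on the same P2 arrays with which P3 is compared, so a part of these shares follows from the choice; in a test chosen after the result was seen, of the genes called at P2 without brain P2 replicate 1, 125 of 125 up and 228 of 234 down lay back toward P0 at P3 as measured from that array, and without brain P2 replicate 2, 149 of 150 and 196 of 204, where 44.2% to 55.8% of all genes lay in those directions. Against P2 itself, 800 genes rose and 927 fell at P3, and 498 rose and 806 fell at P4. Leaving out one array of the 2 groups compared gave 810 to 1183 changed genes at P3 and, at P4, 559 without brain P2 replicate 2, 603 without brain P2 replicate 1, 624 without brain P4 replicate 2 and 863 without brain P4 replicate 1, and the totals fell below 1727 by more than a factor of 1.5 without brain P2 replicates 1 and 2 and brain P3 replicate 2, at 901, 810 and 1017. The balance moved with single arrays too, to 404 up and 779 down at P3 without brain P3 replicate 1 and 587 up and 430 down without brain P3 replicate 2, and with chromosome medians subtracted, a setting chosen after the data had been seen, it was 472 up and 1012 down at P3 and 338 up and 824 down at P4. Scaling moved the balance at P4 against P2, to 706 up and 677 down with equal array medians and 691 up and 704 down after cyclic loess.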

Several k-means groups (**Fig. 2**) consist of genes that are up-regulated in P1 and P2. The genes in these groups manage early responses of the tumor cells to the novel tissue microenvironment and are often involved in ion transport. To explore this, we determined the GO Biological Process Terms that were disproportionately represented by genes in each k-means group. In these early response groups, the most significant GO terms (qval≤0.05) in **BN_25_ 6** (**Fig. 2** **and** **Table 1**) are *sodium ion transport*, *L-amino acid transport*, and *ion transport*. 

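Atp1b1 (probe set 10359689), a subunit of the sodium and potassium pump, rose at P1 and P2, with log2 fold changes of 1.83 (standard error 0.23, adjusted p = 0.0038) and 1.95 (standard error 0.23, adjusted p = 0.0024). Slc38a1, a sodium-coupled glutamine carrier, rose by 1.41 (standard error 0.19, adjusted p = 0.0049) at P1 and 1.27 (adjusted p = 0.0055) at P2. Slc1a1, a glutamate carrier, rose at P1 by 2.11 (adjusted p = 0.033), and Slc7a5, a carrier of large neutral amino acids, rose at P2 by 1.40 (adjusted p = 0.0069). Slc34a2, a sodium and phosphate carrier, and Slc5a3, a myo-inositol carrier, had log2 fold changes of 1.59 (adjusted p = 0.11) and 0.73 (adjusted p = 0.24) at P1. Among 33 kept genes of a list of sodium, amino acid and ion transporters, 4 rose and 1 fell at P1 (8 and 1 adjusted over the list alone) and 9 rose and 2 fell at P2 (17 and 4 adjusted over the list alone). The list had a median change of 0.16 at P1 (camera adjusted p = 0.0027) and 0.58 at P2 (adjusted p = 0.00011), with adjusted p = 0.44 and 0.2 with an estimated correlation. The paper names Atp1b1, Slc38a1 and Slc1a1 as raised on these same arrays. As far as the list holds such genes, its direction is not independent evidence. The member that fell at P1 was Trpv6, an epithelial calcium channel, at -2.23 (adjusted p = 0.01). Of the calls above, at least 1 of those of Slc1a1 and Trpv6 at P1 ended without parental P0 replicates 1 and 2 and brain P1 replicates 1 and 2, left out in turn, with the highest adjusted p = 0.18 for Slc1a1 without brain P1 replicate 2 (log2 fold change 2.02). One omission, of parental P0 replicate 1, ended the call of Slc7a5 at P2 (adjusted p = 0.054, log2 fold change 1.20).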

*Ion transport*, *anion transport*, and *ATP hydrolysis coupled proton transport* are highly significant in **BN_25_ 15**, *iron ion homeostasis* and *arginine transport* are significant in **BN_25_ 18**, and *amine transport* is significant in **BN_25_ 19**. All of these groups consist of genes that are sharply up-regulated in P1 or P2. 

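Slc6a14 (probe set 10599008), a carrier that takes up neutral and cationic amino acids with sodium and chloride, was among the 8 largest increases of both early passages, at 4.24 (standard error 0.33, adjusted p = 0.00028) and 3.83 (standard error 0.33, adjusted p = 0.00044). The proton pump subunit gene Atp6v0a4 rose at P1 by 1.68 (standard error 0.22, adjusted p = 0.0049), and Atp6v1b2, another subunit, rose by 0.93 (adjusted p = 0.025) and 1.11 (adjusted p = 0.0077). Hmox1, which breaks down heme, and Steap2, a metalloreductase, rose at P1 by 1.55 (adjusted p = 0.025) and 1.50 (adjusted p = 0.026). Slc1a4, a neutral amino acid carrier, rose at P2 by 1.88 (adjusted p = 0.009). Of 19 subunits of the vacuolar proton pump, 3 rose and 2 fell at P1 (4 and 4 adjusted over the list alone), with adjusted p = 0.074 for the list, and the median was 0.32. Among those that fell was Tcirg1, at -1.26 (adjusted p = 0.014), and among those that rose was Atp6v0a1, at 1.26 (adjusted p = 0.015). At P2, 4 rose and 2 fell (5 and 2 adjusted over the list alone), with camera adjusted p = 0.037 and adjusted p = 0.53 with an estimated correlation. Of 16 genes of iron and heme handling, 2 rose and 2 fell at P1 (2 and 2 adjusted over the list alone), the latter being Ftl1, a ferritin subunit, at -1.63 (adjusted p = 0.025) and Trf, transferrin, at -1.35 (adjusted p = 0.035). In fits that left out parental P0 replicates 1 and 2 and brain P1 replicates 1 and 2 in turn, at least 1 of Atp6v1b2, Hmox1, Steap2, Atp6v0a1, Tcirg1, Ftl1 and Trf at P1 no longer passed the test, with the highest adjusted p = 0.17 for Trf without brain P1 replicate 1 (log2 fold change -1.28). When parental P0 replicate 1 and brain P2 replicate 1 were dropped in turn, at least 1 of the calls of Atp6v1b2 and Slc1a4 at P2 ended, with the highest adjusted p = 0.069 for Slc1a4 without parental P0 replicate 1 (log2 fold change 1.67). The call of the pump list at P2 ended without parental P0 replicate 1 (adjusted p = 0.29) and without brain P2 replicate 2.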

The GO annotations of statistical significance associated with these groups can be found in **Table S1**, along with a large collection of additional genes characterized by up-regulation in P1 and associated GO Biological Process Terms relating to transport that are statistically significant with qval≤0.05. These results indicate that the cells first respond to this novel brain tissue microenvironment by regulating genes involved in transport of materials to maintain homeostasis.

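In Table S1, the genes of transport that the paper places in groups 6, 13, 15, 18 and 19 include the sodium pump gene Atp1b1, the amino acid carrier genes Slc1a4 and Slc38a1 and the proton pump gene Atp6v1b2. Of the 33 kept genes in these groups, 8 rose and 0 fell at P1 (15 and 0 adjusted over the list alone), and 22 rose and 0 fell at P2 (27 and 0 adjusted over the list alone). The median log2 fold change was 0.73 at P1 and 1.28 at P2. Of all 72 kept genes of Table S1 for brain, 11 rose and 10 fell at P1 (21 and 12 adjusted over the list alone), with a median of 0.42. For the groups named, camera gave an adjusted p = 9e-16 at P1, and adjusted p = 0.022 with an estimated correlation; for the whole table these were 0.00034 and, with an estimated correlation, adjusted p = 0.14. The study chose these genes on the same arrays, so their direction is not independent evidence.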

The immediate importance of ion homeostasis in adaptation to bone marrow can be seen most easily in the increase in expression of genes in **BM_25_4** in which *anion transport*, *sodium ion export, cellular cation homeostasis, elevation of cytosolic calcium ion concentration*, *positive regulation of potassium ion transport, sodium ion transmembrane transport*, and others. 

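On bone marrow the genes named here for transport did not pass the test. At P1, Edn1, the precursor of the vasoconstrictor endothelin-1, stood at 0.88 (standard error 0.43, adjusted p = 1), and Lipg, an endothelial lipase, at 1.12 (adjusted p = 1). Slc1a5, a glutamine carrier, stood at 0.92 (adjusted p = 1), and Slco2a1, a prostaglandin carrier, at 0.69 (adjusted p = 1). Slc4a11, a membrane carrier of the SLC4 family, had -0.30 at P1 and 1.91 (adjusted p = 0.41) at P4. The chemokine gene Cxcl1 stood at 0.47 at P1 and 1.42 (adjusted p = 0.82) at P2. Of the 42 kept genes of Table S1 for bone marrow, the median was 0.21 at P1, which lay at the 100th percentile of 10000 random lists matched for level (camera adjusted p = 4.6e-05, adjusted p = 0.1 with an estimated correlation), and none passed the test at the adjusted p (0 up and 0 down; 0 and 0 adjusted over the list alone), while 12 rose at least 1.5-fold and 0 fell by as much. The study chose the list on this array, so its direction is not independent evidence. The list of sodium, amino acid and ion transporters had a median of -0.02 on bone marrow (percentile 34.9, camera adjusted p = 0.85, adjusted p = 0.94 with an estimated correlation). Aqp8, a water channel, lay below the filter.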

In general, adaptation to this microenvironment appears to be less demanding with regard to ion homeostasis, displaying 36 transport-related GO Biological Process Terms compared to 68 such terms for the experiment using brain tissue.

In the lung tissue experiment, there are 23 such terms related to initial up-regulation of gene expression. 

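On lung, the metalloreductase gene Steap3 stood at 0.65 at P1 and 1.97 (adjusted p = 0.085) at P4, and Steap4 at 1.56 and 0.46. Atp6v0a4, a proton pump subunit, was at 1.45 (adjusted p = 0.095) at P1, Slc5a8, a sodium-coupled monocarboxylate carrier, at 1.37 (adjusted p = 0.41) and Slc34a2 at 0.45 (adjusted p = 0.89). Slc39a4, a zinc carrier, was at 0.37 at P1 and 1.32 at P3, and Cachd1, a relative of calcium channel subunits, at 1.46 (adjusted p = 0.18) at P1. Slc31a2, a copper carrier, and Slc8b1, a mitochondrial sodium and calcium exchanger, stood at 0.60 and 0.13. None of the genes named here passed the test, in which the lone lung array is assumed to vary like the groups with 2 arrays. Of 47 kept genes of Table S1 for lung, which the study chose on this array, the median was 0.35 at P1 (percentile 100 of random lists, camera adjusted p = 8.9e-11, adjusted p = 0.13 with an estimated correlation), with 0 up and 0 down at the adjusted p (2 and 0 adjusted over the list alone) and 13 of 51 genes on the array at least 1.5-fold higher, against 0 lower. The list of sodium, amino acid and ion transporters had a median of 0.01 (percentile 88.1, camera adjusted p = 0.57, adjusted p = 0.96 with an estimated correlation).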

Although the *in vitro* growth rate for cells grown on lung tissue did not correlate well with *in vivo* growth, several of the k-means groups indicate a general, if not smooth, adaptive response to the lung microenvironment, insofar as genes in groups **LN_25_2, 7, 8, 20, 23**, and **25** undergo net increases over adaptation time, while genes in groups **LN_25_1, 10, 16**, and **LN_25_22** undergo net decreases. Early responses involving ion transport in lung include *iron ion transport* in **LN_25_8**, *transmembrane transport and sodium ion transport* in **LN_25_12**, and *ion transport* in **LN_25_23** are up-regulated. These observations suggest that the brain tissue microenvironment presents a greater adaptive challenge to ion homeostasis than bone marrow or lung tissue, but that all three respond significantly by activating functions concerned with homeostasis.

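A test at P1 found genes that differ between the cells adapted on brain and those adapted on bone marrow or lung. Gpx2 was the highest and Timp3, Tns4 and Crip2, a LIM-domain protein, the lowest in both comparisons. A single adapted line stands for each tissue, so a difference between tissues cannot be told from one between lines. Whole chromosomes differ too, with chromosome 4 at -0.733 against bone marrow P1 and -0.679 against lung P1. At P1 of the second brain experiment chromosome 4 stood at 0.0272 against P0. Against bone marrow P1, Gpx2 was higher by 6.59 (adjusted p = 3.6e-05) and Timp3 lower at -5.39 (adjusted p = 0.00028), and against lung P1 Gpx2 was higher by 6.28 (adjusted p = 2.8e-05) and Timp3 lower at -5.76 (adjusted p = 0.00023). The sodium pump gene Atp1b1 was higher on brain than on bone marrow by 2.06 (adjusted p = 0.009) and than on lung by 1.32 (adjusted p = 0.038), while Atp6v0a4 did not differ beyond the spread (0.62 (adjusted p = 0.31) against bone marrow). In all, 95 genes were higher and 127 lower on brain than on bone marrow, and 170 higher and 196 lower than on lung. These totals were 66 and 70 without brain P1 replicates 1 and 2 in the first comparison and 111 and 118 in the second. The genes of Table S1 in the early brain groups had a median change of -0.16 on bone marrow, against 0.04 on lung, a list the study chose on the brain arrays. Across genes, the changes on bone marrow and lung had r = 0.671 and a covariance of 0.0911, against 0.332 and 0.0312 in simulations of unchanged groups that share the P0 arrays, and those on brain and bone marrow had r = 0.154 and a covariance of 0.0294, against 0.407 and 0.0312, where the genes are not independent replicates. The paper proposes from its counts of transport terms that brain tissue challenges ion homeostasis more than bone marrow or lung do.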

Although adaptive response to ion imbalance is an obvious possible explanation for induction of these functions, another possibility is that their induction in the brain tissue experiment is due to a local microenvironment that vigorously controls the expression of genes involved in maintenance of the blood-brain barrier, which tightly regulates ion flow. 

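The tight junction gene Cldn1 stood at 2.15 (standard error 0.57, adjusted p = 0.068) at P1 and 2.16 (adjusted p = 0.043) at P2, and Cldn3 at 0.60 (adjusted p = 0.072) and 0.72 (adjusted p = 0.026), so that both rose at P2. Cldn12 had 0.25 (adjusted p = 0.79) at P1 and 0.49 (adjusted p = 0.47) at P2. Jam2, a junctional adhesion molecule, lay below the filter on dim probe sets and had a log2 fold change of 2.31 at P1 and 0.67 at P2. Tjp1 and other scaffold and claudin genes made up a list of 19 kept tight junction components, of which 0 rose and 0 fell at P1 (2 and 0 adjusted over the list alone) and 3 rose and 1 fell at P2 (3 and 1 adjusted over the list alone). The one that fell was Mpdz, a scaffold protein, at -0.95 (adjusted p = 0.05), and Cgnl1, which encodes paracingulin, rose by 0.67 (adjusted p = 0.048). The list had adjusted p = 0.029 at P2 by camera, and adjusted p = 0.53 with an estimated correlation. Magi2 has no probe set with a single symbol on the array. Without parental P0 replicates 1 and 2 and brain P2 replicates 1 and 2, each dropped in turn, at least 1 of Cldn1, Cldn3, Mpdz and Cgnl1 at P2 missed the threshold, with the highest adjusted p = 0.24 for Mpdz without parental P0 replicate 2 (log2 fold change -0.67). The list's call at P2 ended without brain P2 replicate 1 (adjusted p = 0.14).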

Consistent with this interpretation is ∼7-fold up-regulation of Jam2, ∼4-fold up-regulation of Cldn1, ∼2-fold up-regulation of Cldn3, Cldn12, and Magi2, which are all tight junction components [20], signifying a response to the microenvironment that is not ostensibly homeostatic in nature. Inappropriate regulation of ion flow caused by defective or incomplete microenvironmental regulation of ion channels may actually increase rather than decrease stress, suggesting that only those cells that evolve to ignore these microenvironmental signals may be able to proceed.

#### Cell growth, morphology and locomotion

In natural disseminated tumor cell dormancy, the tumor cells fail to grow when they first encounter a foreign tissue microenvironment. We observed parallel behavior when N202 cells were transplanted onto brain tissue. The cell-physiological basis for this growth arrest is not well-understood, but a generic response to stress may be responsible. Alternatively, genes exist whose primary selected functions may include prevention of metastasis [21]. Gene expression in a third of the k-means groups (**BN_25_ 2, 4, 5, 16, 20, and 25**) is repressed during P1 and P2, during which time cell growth is slow and cell morphology is relatively simple, whereas expression in other groups (**BN_25_ 6, 13, 15, 18, 19, and 24**) is elevated during this initial phase and anti-correlated with growth rate and morphological complexity (**Figs. S1 and S3**). **BN_25_ 4**, which reaches its lowest point at P2 when cell cycle is at its slowest, contains significant GO terms most directly related to cell cycle (**Table 1**). 

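Genes of cell division fell together at P2: Bub1 (probe set 10487480), a kinase of the spindle checkpoint, had a log2 fold change of -1.61 (standard error 0.18, adjusted p = 0.0018), Ccna2, the cyclin of S and G2 phase, -1.49 (adjusted p = 0.0024), Mki67, a marker of cycling cells, -1.47 (adjusted p = 0.0025), and Cdca5, which holds sister chromatids together, -1.48 (adjusted p = 0.0018). Rrm2, which makes deoxynucleotides, and Ccne2, a cyclin of the start of S phase, fell to -1.60 (adjusted p = 0.0027) and -1.63 (adjusted p = 0.005). At P1 Bub1 was at -0.26 (adjusted p = 0.48) and Ccna2 at -0.45 (adjusted p = 0.21), and at P3 they were at 0.10 and -0.24. Of 43 genes of mitosis and cell division, 34 fell and 0 rose at P2 (41 and 0 adjusted over the list alone), with a median of -1.17 and camera adjusted p = 1.3e-20; with an estimated correlation adjusted p = 0.2. At P1, 0 of them passed the test (0 adjusted over the list alone), with a median of -0.17 and adjusted p = 0.019, or adjusted p = 0.7 with an estimated correlation. Of 36 genes of DNA replication, 17 fell and 0 rose at P2 (24 and 0 adjusted over the list alone), with adjusted p = 1.7e-10 and adjusted p = 0.2 with an estimated correlation. Of the 46 genes of Table S2 for the cell cycle, 45 fell at P2 (46 adjusted over the list alone), with adjusted p = 0.029 with an estimated correlation. At P1, 2 of them fell. This list was chosen by the study on the same arrays. It also holds Bub1, Ccna2 and Cdca5, so the fall of the cell division genes is not wholly independent evidence. The call of the mitosis list at P1 ended in fits without brain P1 replicate 1 (adjusted p = 0.24) and without parental P0 replicate 1.

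**Figure D1:**
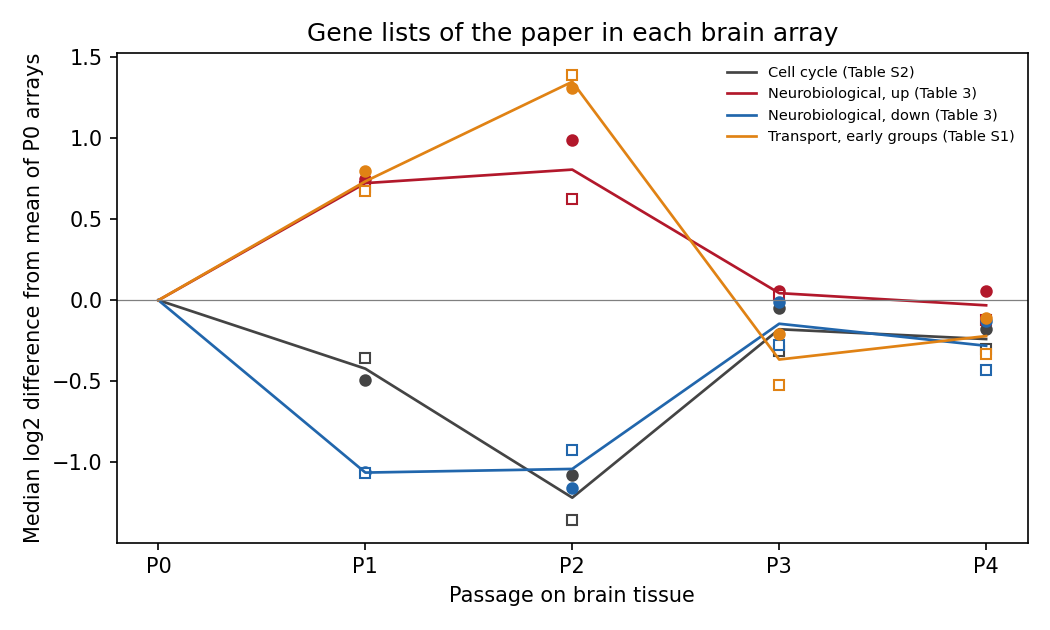
Median log2 fold change from P0 (vertical axis) of 4 gene lists of the paper at brain P1 to P4 (horizontal axis); filled circles are replicate 1, open squares replicate 2 and the line joins the mean of the 2 arrays. The cell cycle list lies below 0 at P1 and P2 and lowest at P2, and the brain lists of Table 3 lie apart in both early passages.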

The genes annotated with the GO terms discussed in this and the next section are listed in **Table S2**. During adaptation, cell shapes became less complex in P1 and P2, and then became more complex in P3 and P4 (**Fig. S3**), consistent with the regulation of cytoskeletal processes by Rho GTPases [22]. These processes are enriched in **BN_25_ 2** and **BN_25_ 4**, coincident with the timing of changes in proliferation and morphological complexity (**Table 1**). >32-fold up-regulation places the Kit proto-oncogene from **BN_25_ 19** among the most highly up-regulated genes observed in these experiments, although here, the expression of Kit proto-oncogene is inversely correlated with rapid growth.

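Kit (probe set 10522530), a receptor tyrosine kinase, rose at P1 by 4.25 (standard error 0.24, adjusted p = 4.6e-05), a change of 19.1-fold, and at P2 by 4.85 (standard error 0.24, adjusted p = 3.7e-05), a change of 28.9-fold, and stood at -0.05 at P3 and -0.34 at P4. Its level in P0 lay below 7.33, the limit of the filter on the largest group mean, so the size of these folds is uncertain.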

In the bone marrow experiment, *cell-matrix adhesion* and *positive regulation of monocyte chemotaxis* are significant in **BM_25_ 4**, in which increases in gene expression correlate well with cell growth rate, as does **BM_25_ 16**, which comprises genes associated with GO terms concerning proliferation and mobility including *positive regulation of cell proliferation* and *positive regulation of cell motility*. Although these correlations are quite evident and statistically significant in the experiment using bone marrow, both bone marrow and lung tissue appear to be able to immediately support growth of the parental N202 cells with minimal initial adaptation. 

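On bone marrow, the genes of cell division Bub1 and Ccna2 stood at 0.11 and -0.19 at P1, and Cdca5 at -0.60, none passing the test. The list of mitosis genes had a median of -0.05 at bone marrow P1 (percentile 12.1 of random lists, camera adjusted p = 0.45, adjusted p = 0.94 with an estimated correlation), and of DNA replication -0.15 (percentile 0.09, camera adjusted p = 0.039, adjusted p = 0.89 with an estimated correlation). The genes with the largest changes at bone marrow P2 were Kcnma1 and Akr1b8, an aldo-keto reductase, at 8.18 (adjusted p = 0.0035) and 3.21 (adjusted p = 0.007), and on the lower side Slco1a5, at -4.28 (adjusted p = 0.0063), and Ms4a6d, a membrane protein of the MS4A family, at -3.85 (adjusted p = 0.031). At P4 Ms4a6d was at -4.32 (adjusted p = 0.015) and Akr1b8 at 3.71 (adjusted p = 0.0041). Omitting parental P0 replicates 1 and 2, each in turn, ended the call of Ms4a6d at bone marrow P2, with the highest adjusted p = 0.15 without parental P0 replicate 2 (log2 fold change -3.67). Dropped in turn, parental P0 replicates 1 and 2 each ended the call of Ms4a6d at bone marrow P4, with the highest adjusted p = 0.086 without parental P0 replicate 2 (log2 fold change -4.13).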

In lung, growth does not trend steadily higher toward the end of the 4 adaptation cycles, and although many genes in **LN_25_ 14** are associated with the term *mitosis, cell cycle* and *cell division*, the first of which achieves the highest significance level of any term in the experiment with lung tissue, this k-means group is distinguished in that is among the most weakly correlated with changes in growth, suggesting that genes associated with the mitotic machinery were left unaffected during this adaptation series. 

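At lung P3 and P4, Bub1 stood at -0.46 and 0.09 and Ccna2 at -0.14 and -0.02, and Mki67 at -0.35 and -0.28. The list of mitosis genes had a median of -0.15 at P1 (percentile 3.86 of 10000 random lists, camera adjusted p = 0.18, adjusted p = 0.96 with an estimated correlation), -0.31 at P3 (percentile 0, camera adjusted p = 2.5e-08, adjusted p = 0.58 with an estimated correlation) and -0.14 at P4 (percentile 0.14, camera adjusted p = 0.025, adjusted p = 0.95 with an estimated correlation). DNA replication genes had -0.25 at P1 (percentile 0.07, camera adjusted p = 0.074, adjusted p = 0.96 with an estimated correlation) and -0.38 at P3 (percentile 0, camera adjusted p = 7.1e-11, adjusted p = 0.51 with an estimated correlation). The random lists do not carry the correlation between the genes of a list. Among the genes called at lung P3, Cadm1 was at -2.58 (adjusted p = 0.025), Emb at -2.06 (adjusted p = 0.024) and Hsd11b1 at -3.26 (adjusted p = 0.034), and at P4 Trpm3, a cation channel, was at -2.92 (adjusted p = 0.022). These fits treat the single lung array as varying like groups with 2 arrays. At least 1 of the calls of Cadm1, Emb and Hsd11b1 at lung P3 was lost when parental P0 replicates 1 and 2 were left out, each in turn, with the highest adjusted p = 0.19 for Cadm1 without parental P0 replicate 1 (log2 fold change -2.54). Of the calls above, that of Trpm3 at lung P4 ended without parental P0 replicates 1 and 2, left out in turn, with the highest adjusted p = 0.07 without parental P0 replicate 2 (log2 fold change -2.67).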

*Regulation of cell migration* is significant in **LN_25_ 23**, in which gene expression increases, overall, during adaptation.

#### Innate immunity and endoplasmic reticulum stress

Improper regulation of Ca^2+^ and other forms of homeostasis perturbations lead to endoplasmic reticulum stress [23], and there is some indication that the unfolded protein response and innate immunity share regulatory genes [24]. Genes in **BN_25_ 15 and 19** reach their maxima at P2, and are enriched in terms related to endoplasmic reticulum stress and innate immune functions, respectively. 

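Ddit3, the transcription factor CHOP that is induced by stress in the endoplasmic reticulum, stood at 0.94 (adjusted p = 0.25) at P1, rose at P2 by 1.96 (standard error 0.41, adjusted p = 0.018) and stood at 0.10 at P3. Herpud1, which helps remove misfolded proteins, rose at P2 by 1.55 (adjusted p = 0.043), Niban1 by 2.10 (adjusted p = 0.012) and Scamp5, a carrier membrane protein, by 1.61 (adjusted p = 0.0069), while Ppp1r15a, a phosphatase subunit that restores translation after stress, had 1.28 (adjusted p = 0.094). Genes of a list of amino acid starvation and integrated stress response rose with them at P2. Gpt2, an alanine aminotransferase, rose by 2.08 (adjusted p = 0.0013) and Nupr1, a stress protein, by 1.83 (adjusted p = 0.0024). Aldh1l2 and Mthfd2, enzymes of mitochondrial folate metabolism, rose by 2.74 (adjusted p = 0.0022) and 1.75 (adjusted p = 0.0033). Of 33 genes of this list 19 rose and 0 fell at P2 (28 and 0 adjusted over the list alone), with a median of 1.19 and camera adjusted p = 3.6e-17, or adjusted p = 0.2 with an estimated correlation. The list does not tell amino acid starvation from other causes of this stress response. Chaperones of the endoplasmic reticulum went the other way: Pdia6, a disulfide isomerase, and Dnajc3 fell at P2 to -1.70 (adjusted p = 0.0024) and -1.29 (adjusted p = 0.006), and of 22 such genes 12 fell and 0 rose (15 and 0 adjusted over the list alone), with a median of -0.74 and adjusted p = 1.7e-06, or adjusted p = 0.22 with an estimated correlation. At P1 the chaperones had a median of -0.33, 3 fell (4 adjusted over the list alone) and adjusted p = 0.0011, or 0.57 with an estimated correlation, and Sdf2l1, a chaperone cofactor, was at -1.59 (adjusted p = 0.0073). In fits that left out parental P0 replicates 1 and 2 and brain P2 replicates 1 and 2 in turn, at least 1 of Ddit3, Herpud1 and Niban1 at P2 no longer passed the test, with the highest adjusted p = 0.16 for Herpud1 without brain P2 replicate 2 (log2 fold change 1.45). When parental P0 replicate 2 and brain P1 replicate 2 were dropped in turn, the call of Sdf2l1 at P1 ended, with the highest adjusted p = 0.059 without brain P1 replicate 2 (log2 fold change -1.29).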

In **BN_25_ 15**, genes that are induced in P1 and P2 and return to control levels by P3 are enriched in the terms *response to endoplasmic reticulum stress*, *endoplasmic reticulum unfolded protein response*, and *positive regulation of proteasomal ubiquitin-dependent protein catabolic process*. 

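Bcl2 (probe set 10357043), which holds off cell death at the mitochondrion, had 0.43 (standard error 0.17, adjusted p = 0.2) at P1, rose at P2 by 1.16 (standard error 0.17, adjusted p = 0.0052), and was at -0.83 at P3 and -0.68 at P4. At P3 it was lower than at P2 by -1.99 (adjusted p = 0.00024), and at P4 by -1.84 (adjusted p = 0.00038). On bone marrow and lung P1 it stood at -0.64 and -0.56, neither passing the test.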

Concordantly, anti-apoptotic Bcl2, which is found in **BN_25_ 6** and protects against endoplasmic reticulum stress [25], is at its highest level in P2, and has been associated with B-cell lymphomas and other cancers [26].

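Sirpa (probe set 10476021), an inhibitory receptor that binds CD47, rose at P1 by 2.58 (standard error 0.21, adjusted p = 0.00038) and at P2 by 2.39 (adjusted p = 0.00056). The alarmin gene Il33 rose by 1.98 (adjusted p = 0.034) at P1 and 3.28 (adjusted p = 0.0031) at P2, Sftpd, a collectin that binds microbial sugars, by 2.75 (adjusted p = 0.015) at P2 and Lbp, which binds bacterial lipopolysaccharide, by 3.22 (adjusted p = 0.026) at P2. The chemokine gene Cxcl5 had 2.11 (adjusted p = 0.17) at P1 and 2.22 (adjusted p = 0.1) at P2, and S100a8 lay below the filter. By P3 Sirpa stood at -0.73, Il33 at 0.60 and Sftpd at -1.05. Genes that interferon induces went down: Oasl2 fell at P1 to -2.53 (adjusted p = 0.0029) and Ccl5, a chemokine, to -2.14 (adjusted p = 0.0081), and all 7 kept genes of the list lay below P0 (5 fell and 0 rose, 7 and 0 adjusted over the list alone), with camera adjusted p = 1e-06 and adjusted p = 0.045 with an estimated correlation. This list was low beyond the early passages, with a median of -0.934 at brain P3 (camera adjusted p = 0.0048, adjusted p = 0.25 with an estimated correlation). At lung P1 and P2 its median was -0.212 and 0.185. Of 9 genes of antigen presentation 4 fell and 0 rose at P1 (6 and 0 adjusted over the list alone), led by Psmb8, a subunit of the immunoproteasome, at -3.35 (adjusted p = 0.0016), and Tap2, a peptide carrier, at -1.86 (adjusted p = 0.0032), with adjusted p = 0.045 with an estimated correlation. Without parental P0 replicates 1 and 2 and brain P1 replicates 1 and 2, each dropped in turn, at least 1 of Il33 and Ccl5 at P1 missed the threshold, with the highest adjusted p = 0.18 for Il33 without parental P0 replicate 2 (log2 fold change 1.63). Omitting parental P0 replicate 1 and brain P2 replicates 1 and 2, each in turn, ended at least 1 of the calls of Lbp and Sftpd at P2, with the highest adjusted p = 0.14 for Lbp without brain P2 replicate 2 (log2 fold change 2.65).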

Several genes initially up-regulated in P1 and P2 in group **BN_25_ 19** are associated with innate immune system functions such as *opsonization*, *chemotaxis*, *positive regulation of macrophage activation*, *positive regulation of phagocytosis* and others. In clinical tumor studies of gene expression, genes related to innate immunity are difficult to interpret correctly due to the infusion of macrophage and other circulating cell types, also observed in nude mouse animal models. In the present experiments, these gene expression measurements are performed on pure cultures of tumor cells sorted on the basis of GFP fluorescence, and therefore cannot reflect contamination by non-tumor cell types. Therefore, these innate immune responses are genuine tumor responses. 

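Cd68, a lysosomal protein abundant in macrophages, stood at 6.01 in P0 and 7.95 at brain P1, where it rose by 1.94 (adjusted p = 0.017), and Cd14, a receptor for lipopolysaccharide, stood at 10.5 and 10.9. Ltf, lactoferrin, a protein of milk and of neutrophils, stood at 9.57 and 11.8, and Flt1, a receptor of endothelium, at 7.86 and 7.99. Markers of other cells lay near the floor in P0, where the medians of the lists of other cell types were between 4.07 and 5.07, and the medians of their changes at brain P1 were small. At P1 the median change over all probe sets was 0.033 for neuron markers, -0.0276 for oligodendrocyte markers, 0.139 for microglia and macrophage markers, 0.131 for endothelial markers and 0.055 for hematopoietic markers of bone marrow. These medians are over probe sets that mostly lie near the floor; the 3 kept osteoblast and bone markers had a median of 1.79, with 2 up, Sparc and Tnfrsf11b, and 0 down by the test (2 and 0 adjusted over the list alone), camera adjusted p = 0.0016 and adjusted p = 0.1 with an estimated correlation, and the 2 kept hematopoietic markers had a median of 1.68, with 1 up and 0 down (2 and 0 adjusted over the list alone). Of 2 kept microglia and macrophage markers 1 rose and 0 fell at P1 (1 and 0 adjusted over the list alone), and of 7 kept oligodendrocyte markers 2 fell and 0 rose (3 and 0 adjusted over the list alone), Aspa at -2.41 (adjusted p = 0.0064) and Trf among them. At P2 the 3 kept osteoblast and bone markers had a median of 1.87 and the 6 kept lung epithelial markers one of 0.698, each with 2 up and 0 down. Of the 7 kept oligodendrocyte markers 2 fell and 0 rose at P2. The neuron marker Map2 was at 8.87 in P0 and 8.02 at P1. Il33, Sirpa and Cd68 stood higher in both arrays of the pair. Dropped in turn, parental P0 replicates 1 and 2 and brain P1 replicate 1 each ended at least 1 of the calls of Cd68 and Aspa at P1, with the highest adjusted p = 0.11 for Cd68 without brain P1 replicate 1 (log2 fold change 1.61).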

*Inflammatory response* and *immune response* correlate with rapid growth *in vitro* in cells adapted to grow on lung tissue in **LN_25_ 23**.

#### Angiogenesis

Angiogenesis promotes tumor survival and growth, and in this pseudo-orthotopic model, neovasculature arises from pre-existing vasculature in the local stromal tissue [14]. **BN_25_ 20** contains genes that are sharply *down-regulated* during P1 and P2, and then rebound in P3 and P4. Several of the genes in this group, Plau, Col8a1, and Nrp1, are associated with *angiogenesis* and Ddah1 promotes endothelial cell proliferation [27]. 

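Col8a1 (probe set 10440091), a collagen of vessel walls, fell at P1 to -4.13 (standard error 0.27, adjusted p = 9e-05) and at P2 to -4.86 (standard error 0.27, adjusted p = 6.2e-05). Nrp1, a co-receptor of vascular growth factors and semaphorins, fell to -2.11 (standard error 0.18, adjusted p = 0.00048) and -3.04 (standard error 0.18, adjusted p = 6.2e-05), and Plau, the urokinase that cleaves plasminogen, to -2.13 (adjusted p = 0.016) and -3.11 (adjusted p = 0.0024). Ddah1, which breaks down an inhibitor of nitric oxide synthesis, was at -0.61 (adjusted p = 0.3) at P1 and fell at P2 to -2.40 (adjusted p = 0.0027). At P3 they stood at 0.49, -0.08, 1.54 and 1.25, none passing the test, and the comparison with P2 gave increases of 5.35 (adjusted p = 2.8e-05) for Col8a1 and 2.96 (adjusted p = 5.3e-05) for Nrp1. The call of Plau at P1 was lost when parental P0 replicate 1 and brain P1 replicate 2 were left out, each in turn, with the highest adjusted p = 0.13 without brain P1 replicate 2 (log2 fold change -1.84).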

In **BN_25_ 25**, Adamts1 and Sema4a, associated with *negative regulation of angiogenesis*, are sharply down-regulated. None of these genes is similarly regulated in the bone marrow or lung tissue microenvironments. 

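Sema4a, a semaphorin, fell at P1 to -2.11 (standard error 0.26, adjusted p = 0.0034) and at P2 to -1.15 (adjusted p = 0.026). Adamts1, a secreted metalloproteinase that cleaves matrix proteoglycans, had -1.19 (adjusted p = 0.074) at P1 and fell at P2 to -2.25 (adjusted p = 0.0048). Of 27 kept regulators of angiogenesis, secreted or on the membrane, 1 rose and 6 fell at P1 (1 and 12 adjusted over the list alone), and 2 rose and 8 fell at P2 (3 and 12 adjusted over the list alone). The list had a median of -0.52 at P1 (camera adjusted p = 0.002, adjusted p = 0.48 with an estimated correlation) and -0.59 at P2 (adjusted p = 0.0061, adjusted p = 0.42 with an estimated correlation). The member that rose at P1 was Edn1, at 2.50 (adjusted p = 0.0061). Axon guidance genes, some of which also guide vessels, had 2 up and 5 down of 29 at P1 (3 and 6 adjusted over the list alone), with Sema3b, a semaphorin, up at 2.18 (adjusted p = 0.0064) and Sema7a down at -2.33 (adjusted p = 0.0056). Of the calls above, at least 1 of those of Edn1, Sema3b and Sema7a at P1 ended without parental P0 replicate 2 and brain P1 replicates 1 and 2, left out in turn, with the highest adjusted p = 0.059 for Edn1 without brain P1 replicate 2 (log2 fold change 2.25). In fits that left out parental P0 replicates 1 and 2 and brain P2 replicates 1 and 2 in turn, Sema4a at P2 no longer passed the test, with the highest adjusted p = 0.12 without brain P2 replicate 1 (log2 fold change -1.10).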

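On bone marrow P1, Nrp1 was at -0.17 (adjusted p = 1), Col8a1 at 0.28, Plau at -0.52, Ddah1 at 0.83, Adamts1 at 1.18 and Sema4a at 0.05. On lung P1 the same genes stood at -0.36, 0.01, -0.94, 0.63, 1.19 and 0.16, in that order, and 0 of these 12 values passed the test. Tested directly, brain P1 lay below bone marrow P1 for Col8a1 (-4.41 (adjusted p = 0.00029)), Nrp1 (-1.94 (adjusted p = 0.0036)), Sema4a (-2.16 (adjusted p = 0.013)) and Adamts1 (-2.37 (adjusted p = 0.02)), and below lung P1 for the same genes (-4.14 (adjusted p = 0.00046), -1.75 (adjusted p = 0.0048), -2.28 (adjusted p = 0.0078) and -2.37 (adjusted p = 0.013)). For Plau and Ddah1 the difference from bone marrow was -1.62 (adjusted p = 0.11) and -1.44 (adjusted p = 0.081) and did not pass. The lone bone marrow and lung arrays are assumed to vary like the groups with 2 arrays. As a single adapted line stands for each tissue, these differences may lie between lines and not between tissues.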

In **BN_25_ 17**, Eya1 and Hey1, regulate sprouting angiogenesis [28], are associated with *positive regulation of Notch signaling pathway*, and are strongly down-regulated in all three tissues. Nevertheless, revascularization in all three tissues is robust (**Figs. S4A,B**), possibly indicating that revascularization may be driven by the three tissue microenvironments, rather than by the tumor cells. 

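Hey1, a transcription factor induced by Notch, fell at P1 to -1.88 (adjusted p = 0.049) and at P2 to -2.45 (adjusted p = 0.011) on brain, stood at -2.44 (adjusted p = 0.058) at P3 and fell at P4 to -2.84 (adjusted p = 0.028). On bone marrow it was at -1.59 (adjusted p = 1) at P1, -2.86 at P2, -2.77 at P3 and -3.32 (adjusted p = 0.072) at P4, and on lung at -1.11 (adjusted p = 0.56) at P1, -2.40 at P2, -0.28 at P3 and -3.67 (adjusted p = 0.063) at P4. Eya1, a phosphatase and transcriptional co-activator, lay below the filter and had -1.66 at brain P1, -0.78 at bone marrow P1 and 0.53 at lung P1. At P2 to P4 Eya1 stood at -2.52, -2.35 and -2.19 on brain, -2.33, -2.65 and -3.04 on bone marrow and -1.81, -0.98 and -2.82 on lung. When parental P0 replicates 1 and 2 and brain P1 replicates 1 and 2 were dropped in turn, the call of Hey1 at P1 ended, with the highest adjusted p = 0.24 without parental P0 replicate 2 (log2 fold change -1.48). Without parental P0 replicate 2 and brain P2 replicate 1, each dropped in turn, Hey1 at P2 missed the threshold, with the highest adjusted p = 0.068 without parental P0 replicate 2 (log2 fold change -2.05).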

The tumor cells adapting to brain tissue do provide several pro-angiogenic functions temporarily, e.g. in **BN_25_ 15**, Plxnd1, Vangl2, Fzd2, Fzd5, and Vegfa promote *patterning of blood vessels* and *vascular development*. 

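Vegfa, the growth factor that drives the sprouting of vessels, was at 0.34 at P1 and rose at P2 by 1.88 (standard error 0.18, adjusted p = 0.001). Vangl2, a protein of planar polarity, rose by 1.37 (adjusted p = 0.025) and 2.22 (adjusted p = 0.0024), Fzd2, a receptor of Wnt proteins, by 0.94 (adjusted p = 0.045) and 1.63 (adjusted p = 0.0035), and Plxnd1, a semaphorin receptor of vessels, by 1.46 (adjusted p = 0.021) at P2, while Fzd5 had 1.16 (adjusted p = 0.087). At P3 Vegfa was at 0.66 and Vangl2 at -0.12, and at P4 0.13 and -0.23. Omitting parental P0 replicates 1 and 2 and brain P1 replicates 1 and 2, each in turn, ended at least 1 of the calls of Vangl2 and Fzd2 at P1, with the highest adjusted p = 0.24 for Fzd2 without brain P1 replicate 2 (log2 fold change 0.88). Dropped in turn, parental P0 replicate 1 and brain P2 replicate 1 each ended the call of Plxnd1 at P2, with the highest adjusted p = 0.14 without parental P0 replicate 1 (log2 fold change 1.11).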

In **LN_25_ 20**, *positive regulation of angiogenesis* is a later event that correlates with more rapid growth.

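At lung P4 the median of 27 regulators of angiogenesis was 0.23 (percentile 100 of 10000 random lists, camera adjusted p = 1, adjusted p = 1 with an estimated correlation), with 15 genes above and 12 below P0 and a mean of -0.0838, against a median of -0.16 at P1 (percentile 7.58, camera adjusted p = 0.44, adjusted p = 0.96 with an estimated correlation). Vegfa, Edn1 and Plau stood at 0.41, 0.62 and 0.02 at P4, and Nrp1 at -0.74, none passing the test for the single array. Adamts9, a metalloproteinase that opposes angiogenesis, fell to -2.02 (adjusted p = 0.016). The call of Adamts9 at lung P4 was lost when parental P0 replicates 1 and 2 were left out, each in turn, with the highest adjusted p = 0.082 without parental P0 replicate 1 (log2 fold change -1.99).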

The foregoing discussion in this and in previous sections indicates that tumor cells growing in the pseudo-orthotopic skinfold chamber model modulate gene expression in ways that make sense within the context of our understanding of cancer. The tumor cells must adjust to the immediate stresses of the foreign tissue microenvironment for survival. During this time, external signals received by the cells and cell-autonomous programs adjust to achieve compatibility vis-à-vis appropriate protein synthesis and trafficking. Inadequacies of the local microenvironment with respect to material exchange lead to promotion of angiogenesis. More complex cell physiology such as changes in cell growth and morphology occur only after these more basic problems are solved. These challenges to tumor cell growth appear to be more severe in brain tissue than in bone marrow or lung tissue.

### Host tissue genes induced in tumor cells

We infer from these analyses that breast cancer-derived N202 cells transplanted on brain tissue also initially express genes characteristic of the brain tissue microenvironment. For this analysis, we defined GO Neurobiological Process Terms as GO Biological Process Terms containing one or more of the character strings ‘axon’, ‘neuro’, ‘neural’, ‘brain’, ‘neocortex’, ‘nerv’, ‘glial’, ‘hippocampal’, ‘hippocampus’, ‘cerebellar’, ‘cerebral’, ‘dopa’, ‘synaptic’, ‘sensory’, ‘astrocyte’, ‘olfactory’, and ‘memory’. **Table 2** lists significant (qval≤0.05) GO Neurobiological Process Terms from k-means groups in which genes were initially up-regulated in P1 by at least 1.5-fold, using N = 25. 

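In the lists of Table 2, the genes the paper counts as neurobiological and higher at P1 include Kit, Maoa, an enzyme that breaks down monoamines, Chrm3, a muscarinic acetylcholine receptor, and Slit2, a guidance cue for axons, and those lower include Nrp1, Jun and Lgals1; the study chose both lists on these arrays. Of 33 up genes of Table 2 on the array, 32 were at least 1.5-fold higher and 0 lower by that amount at P1, and of 23 down genes 23 were lower. Among the 27 kept, 13 rose and 0 fell (23 and 0 adjusted over the list alone), and among the 19 kept of the other list 9 fell and 0 rose (17 and 0 adjusted over the list alone). The medians of the kept genes were 1.06 and -1.07, with adjusted p = 0.015 and 0.015 with an estimated correlation.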

In which 34 genes associated with significant GNBP were up-regulated in P1, and 22 were down-regulated. 

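Of the genes that Table 3 lists for brain as higher at P1, Nr4a2, a transcription factor, rose by 2.05 (adjusted p = 0.01), Slit2 by 2.35 (adjusted p = 0.0071) and Maoa by 2.02 (standard error 0.22, adjusted p = 0.0016), and of those listed as lower, Nrp1 and Plau fell and Ndrg1, a stress-induced gene, fell to -1.64 (adjusted p = 0.025). Of 67 listed up genes on the array, 46 were at least 1.5-fold higher at P1, and of 36 listed down genes 33 were at least 1.5-fold lower. Among the 54 kept up genes, 35 were at least 1.5-fold higher, 15 rose and 1 fell by the test (33 and 1 adjusted over the list alone), with a median of 0.73; among the 33 kept down genes, 31 were at least 1.5-fold lower, 18 fell and 0 rose (28 and 0 adjusted over the list alone), with a median of -1.17. On bone marrow 10 of 12 listed up genes and 13 of 15 listed down genes had changed by at least 1.5-fold in the listed direction at P1, and on lung 11 of 19 and 23 of 26. Nr4a2 stood at 0.94 on bone marrow and 1.20 on lung. The study chose these lists on the same arrays, so their direction is not independent evidence. Of the calls above, at least 1 of those of Nr4a2, Slit2 and Ndrg1 at P1 ended without parental P0 replicates 1 and 2 and brain P1 replicates 1 and 2, left out in turn, with the highest adjusted p = 0.13 for Ndrg1 without brain P1 replicate 1 (log2 fold change -1.59).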

Using various assumptions for N (i.e. N = 9, 16, 25, and 36), 71 genes associated with significant GO Neurobiological Process Terms were up-regulated in brain tissue by at least 1.5-fold in P1, compared with 14 and 20 in P1 in bone marrow and lung, respectively (**Table 3**). Occasionally genes annotated with GO Neurobiological Process Terms were assigned to groups in which no enrichment of GO Neurobiological Process Terms was observed. Independently of k-means analysis, enrichment of GO Neurobiological Process Terms in genes up-regulated in P1 by ≥1.5-fold was observed in the brain tissue experiment relative to non-GO Neurobiological Process Terms (p = 2×10^−5^, Fisher's exact test) and in P2 (p = 2×10^−3^, Fisher's exact test), and in the lung tissue experiment in P3 (p = 0.02, Fisher's exact test). These results indicate strong statistical support for the statement that brain tissue induces GO Neurobiological Process Terms in breast cancer cells in P1 and P2, that is, when the cells first encounter brain tissue. 

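Prss12, a protease at synapses, rose at P1 by 3.02 (standard error 0.3, adjusted p = 0.0012) and at P2 by 3.17 (adjusted p = 0.00091), and Neto2, a partner of kainate receptors, by 2.31 (adjusted p = 0.0012) and 1.13 (adjusted p = 0.018). The muscarinic receptor gene Chrm3 rose by 1.76 (standard error 0.21, adjusted p = 0.0031) at P1, and Grina, a glutamate receptor-associated membrane protein, by 1.11 (adjusted p = 0.0066) at P2. A list of neurotransmitter receptors, transporters and synapse genes held 37 genes on the array, of which 13 were kept. The filter uses the largest group mean, which a rise itself helps to pass. Of the 13 kept genes 8 rose and 1 fell at P1 (9 and 1 adjusted over the list alone), and 8 rose and 0 fell at P2 (11 and 0 adjusted over the list alone). The list had a median of 1.76 at P1, with camera adjusted p = 8.3e-09 and adjusted p = 0.032 with an estimated correlation, and of 1.13 at P2, with adjusted p = 4.7e-08 and adjusted p = 0.046 with an estimated correlation. The list shares Slc6a14, Maoa, Chrm3, Chrnb1, Prss12, Syne1, Neto2 and Slc1a1 with the genes the paper names as raised on these arrays. They are most of the 13 kept genes, so the direction of the list was largely set by that overlap and is not independent evidence. The member that fell was Gabrp, a subunit of a GABA receptor found mainly outside the nervous system, at -4.59 (adjusted p = 0.0081). At bone marrow and lung P1 the list had medians of 0.20 (percentile 99.6 of random lists, camera adjusted p = 0.45, adjusted p = 0.89 with an estimated correlation) and 0.15 (percentile 96.8, camera adjusted p = 0.12, adjusted p = 0.96 with an estimated correlation). The paper counts genes with neurobiological terms that were higher at P1 and gives exact tests of enrichment at P1 and P2. From these it reports strong statistical support for an induction of neurobiological functions by brain tissue when the cells first meet it. In fits that left out parental P0 replicate 2 and brain P1 replicates 1 and 2 in turn, Gabrp at P1 no longer passed the test, with the highest adjusted p = 0.059 without brain P1 replicate 1 (log2 fold change -4.38). When parental P0 replicates 1 and 2 and brain P2 replicate 2 were dropped in turn, at least 1 of the calls of Neto2 and Grina at P2 ended, with the highest adjusted p = 0.1 for Neto2 without parental P0 replicate 1 (log2 fold change 1.08).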

Some enrichment for GO Neurobiological Process Terms also occurs in lung, possibly related to lung innervation.

**Table 2:** Induction of neurobiological functions in N202 cells grafted onto brain tissue.

GO number	GO_Biological Process Term	KMG	+/-	Genes
0048846 0007409 0021972 0033563 0090260 0021836	axon extension involved in axon guidance, axonogenesis, corticospinal neuron axon guidance through spinal cord, dorsal/ventral axon guidance, negative regulation of retinal ganglion cell axon guidance, chemorepulsion involved in postnatal olfactory bulb interneuron migration	6	+	Slit2
0051402	neuron apoptotic process	6	+	Casp3
0046928	regulation of neurotransmitter secretion	6	+	Celsr1
0007422	peripheral nervous system development	6	+	Slc5a3
0001941	postsynaptic membrane organization	6	+	Chrnb1
0007411 0097156 0097155 0048681 0007399 0008347 0048710	axon guidance, fasciculation of motor neuron axon, fasciculation of sensory neuron axon, negative regulation of axon regeneration, nervous system development, glial cell migration, regulation of astrocyte differentiation	9	+	Epha4
0035633 0032227 0031915 0051968 0019233 0007613	maintenance of blood-brain barrier, negative regulation of synaptic transmission, dopaminergic, positive regulation of synaptic plasticity, positive regulation of synaptic transmission, glutamatergic, sensory perception of pain, memory	12	+	Ptgs2
0008090	retrograde axon cargo transport	13	+	Dst
0050905	neuromuscular process	13	+	Agtpbp1
0090177 0090179	establishment of planar polarity involved in neural tube closure, planar cell polarity pathway involved in neural tube closure	15	+	Vangl2
0090179	planar cell polarity pathway involved in neural tube closure	15	+	Fzd2
0032902	nerve growth factor production	15	+	Pcsk6
0033603	positive regulation of dopamine secretion	15	+	Slc18a1
0050953	sensory perception of light stimulus	15	+	Myo7a
0043382	positive regulation of memory T cell differentiation	15	+	Il23a
0021952 0021953 0001764 0042416 0042053	central nervous system projection neuron axonogenesis, central nervous system neuron differentiation, neuron migration, dopamine biosynthetic process, regulation of dopamine metabolic process	18	+	Nr4a2
0021952 0001764	central nervous system projection neuron axonogenesis, neuron migration	18	+	Dclk1
0014043 2000173 0060161 0022028	negative regulation of neuron maturation, negative regulation of branching morphogenesis of a nerve, positive regulation of dopamine receptor signaling pathway, tangential migration from the subventricular zone to the olfactory bulb	18	+	Lrrk2
0042135 0042420	neurotransmitter catabolic process, dopamine catabolic process	18	+	Maoa
0010975	regulation of neuron projection development	18	+	Klk6
0051971 0050966	positive regulation of transmission of nerve impulse, detection of mechanical stimulus involved in sensory perception of pain	18	+	Itga2
0007271	synaptic transmission, cholinergic	18	+	Chrm3
0008088 0002175	axon cargo transport, protein localization to paranode region of axon	19	+	Ugt8a
0006836	neurotransmitter transport	19	+	Slc6a14
0048170	positive regulation of long-term neuronal synaptic plasticity	19	+	Kit
0048676	axon extension involved in development	22	+	Mtap1b
2000734	negative regulation of glial cell-derived neurotrophic factor receptor signaling pathway involved in ureteric bud formation	22	+	Gata3
0043524 0048711	negative regulation of neuron apoptotic process, positive regulation of astrocyte differentiation	22	+	Clcf1
0043524	negative regulation of neuron apoptotic process	22	+	Gclm, Cln3
0031175	neuron projection development	22	+	Btg2
0031175 0010976	neuron projection development, positive regulation of neuron projection development	22	+	Cd24a
0010976 0048711	positive regulation of neuron projection development, positive regulation of astrocyte differentiation	22	+	Lif
0051930	regulation of sensory perception of pain	22	+	Edn1
0048484	enteric nervous system development	2	-	Phactr4
0001774	microglial cell activation	2	-	Jun
0002282	microglial cell activation involved in immune response	2	-	Tlr2
0021766	hippocampus development	2	-	Hdac1
0050772	positive regulation of axonogenesis	4	-	Sema4d, Shox2
0007411 0007638	axon guidance, mechanosensory behavior	9	-	Etv1
0007411 0007399	axon guidance, nervous system development	9	-	Sema5a
0007399	nervous system development	9	-	Sema7a
0007420	brain development	9	-	Sepp1
0048011	nerve growth factor receptor signaling pathway	9	-	Sort1
0048678	response to axon injury	14	-	Erbb2
0043525	positive regulation of neuron apoptotic process	16	-	Map3k11, Bcl2l11, Ptprf, Cdc42
0043526	Neuroprotection	17	-	Ccl5
0045664	regulation of neuron differentiation	17	-	Eya1
0001580	detection of chemical stimulus involved in sensory perception of bitter taste	17	-	Rtp4
0007413 0030517 0048843 0048841 0048485 0021636	axonal fasciculation, negative regulation of axon extension, negative regulation of axon extension involved in axon guidance, regulation of axon extension involved in axon guidance, sympathetic nervous system development, trigeminal nerve morphogenesis	20	-	Nrp1
0010977	negative regulation of neuron projection development	20	-	Lgals1
0070997	neuron death	20	-	Plau
0001956	positive regulation of neurotransmitter secretion	25	-	Sphk1

qval≤0.05, N = 25, P1 Ratio≥1.5-fold.

Genes typically associated with neurobiological functions tend to be induced more frequently than expected in groups defined by early increases in gene expression (qval≤0.05, N = 25, P1 Ratio≥1.5-fold). Genes with neurobiological functions were defined as those having GO Biological Process Terms containing partial matches with “axon”, “neuro”, “neural”, “brain”, “neocortex”, “nerve”, “glial”, “hippocampal”, “hippocampus”, “cerebellar”, “cerebral”, “dopa”, “synaptic”, “sensory”, “astrocyte”, “olfactory”, and “memory”.

**Table 3:** Genes associated with neurobiological GO processes* in the first passage (P1).

Expt	UP	DN	UP.cnt	DN.cnt
BM_9-36_	Edn1 Fam134b Hoxa1 Klk8 Ndrg1 Nr4a2 Palld Pdzrn3 Ptgs1 Ptgs2 Rac3 Sfrp1 Tlr2 Tubb2b	Bcl2 Casp3 Dll1 Egr1 Erbb2 Etv1 Etv5 Eya1 Hes1 Itga2 Sema5a Sema7a Slc5a3 Slit2 Sod1 Vim	14	16
BN_9-36_	Aars Agtpbp1 Areg Arhgef7 Atxn2 Btg2 Ccl2 Cd24a Cdk5 Celsr1 Chac1 Chrm3 Chrnb1 Clcf1 Cln3 Cobl Dbn1 Dclk1 Dst Edn1 Epha4 Etv1 F2r Flot1 Fzd2 Gata3 Gdf11 Gli3 Hif1a Hmga2 Hoxa1 Il23a Itga1 Itga2 Jhdm1d Kit Klk6 L1cam Lif Lmo4 Lrrk2 Maoa Mapk8 Mtap1b Myo7a Ndel1 Nr4a2 Pcsk6 Prmt1 Ptgs2 Ptk2b Rnd1 Rora Scrib Sema3b Sema3c Sema5a Sema7a Serpine2 Slc18a1 Slc1a2 Slc6a14 Slit2 Syngr1 Tbc1d24 Tcfap2a Tgfb2 Ugt8a Vangl2 Vegfa Wnt7b	Adam8 Arrb1 Bcl2l11 Casp6 Casp9 Ccl5 Cdc42 Erbb2 Etv1 Eya1 Hdac1 Hipk2 Jak2 Jun Lgals1 Lgmn Lrp8 Map3k11 Melk Ndrg1 Nrp1 Ntn1 Phactr4 Plau Ptprf Rb1 Rtp4 Sema4d Sema7a Shc1 Shox2 Six1 Sod1 Sort1 Sphk1 Tlr2 Utp11l	71	37
LN_9-36_	Agrn Arsa Arsb Cdon Chd7 Efna3 Eya1 Gpr115 Gpr56 Grhl3 Hoxa1 Lphn2 Maoa Nf1 Nr4a2 Pdzrn3 Ptgs2 Tcfap2a Tlr2 Trp53bp2	Ablim1 Adm Atp6v1b1 Casp3 Cav2 Clcf1 Crlf1 Dll1 Efnb1 Egln3 Egr1 Etv1 Gnas Hes1 Id4 Itga2 Klk6 Lynx1 Notch1 Nrtn Palm Plau Rarb Rtp4 Sema3e Sema5a Sema7a Shox2 Slit2	20	29

*Neurobiological GO processes were defined as those GO Biological Process Terms containing one of the following strings: ‘axon’, ‘neuro’, ‘neural’, ‘brain’, ‘neocortex’, ‘nerv’, ‘glial’, ‘hippocampal’, ‘hippocampus’, ‘cerebellar’, ‘cerebral’, ‘dopa’, ‘synaptic’, ‘sensory’, ‘astrocyte’, ‘olfactory’, and ‘memory’. The genes listed comprise the union of sets of genes associated with significant (i.e. qval≤0.05) neurobiological GO processes assuming 9, 16, 25, and 36 k-means groups. The column labeled UP lists those genes that were up-regulated with P1/P0 expression ratio≥1.5-fold. The column labeled DN lists those genes that were down-regulated with P1/P0 expression ratio≤1.5-fold. UP.cnt and DN.cnt contain the number of genes in UP and DN, respectively.

Some of the genes in **BN_25_ 6, 8, 18, and 19** are induced in P1 by ≥4-fold and perform neurobiological functions, but are not associated with enriched GO Neurobiological Process Terms annotations: Atp1b1, electrical excitability [29]; Chi3l1, neuroectoderm differentiation [30]; Chrm3, acetylcholine effects [31]; Prss12, synaptic function [32]; Slc38a1, glutamate transport [33]; Syne1, cerebellar ataxia [34]; Ugt8a, transfers galactose to ceramide [35]; Zc4h2, mental retardation [36]; Kctd12b, GABA(B) receptor subunit [37]; Lrrk2, Parkinson's disease [38]; Maoa modifies dopamine levels [39]; Neto2, glutamate signaling [40]; Nr4a2, schizophrenia [41]; Pcdh7, cell-cell interactions in the developing brain [42]; Slc1a1, post-synaptic glutamate neurotransmitter activity and schizophrenia [43]; and Slit2, brain vessel density and permeability [44].

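Kctd12b, an auxiliary GABA(B) receptor subunit, rose at P1 by 2.28 (adjusted p = 0.0097) and stood at 1.23 (adjusted p = 0.057) at P2. Chil1 (named Chi3l1 in the paper), a chitinase-like protein, rose by 2.91 (adjusted p = 0.038) and 2.65 (adjusted p = 0.032), and Syne1, a protein that ties the nucleus to the cytoskeleton, by 2.01 (adjusted p = 0.026) and 2.15 (adjusted p = 0.012). Zc4h2, a zinc finger protein, had 1.21 (adjusted p = 0.085). At P2 Slit2 stood at 0.98, Nr4a2 at 0.80 and Slc1a1 at 1.20. Ugt8a, Lrrk2 and Pcdh7 lay below the filter and had log2 fold changes of 3.00, 3.12 and 2.47 at P1. Of the 13 kept genes in this group, which the study chose on these arrays, 12 rose at P1, the exception being Zc4h2. Without parental P0 replicates 1 and 2 and brain P1 replicates 1 and 2, each dropped in turn, at least 1 of Kctd12b, Chil1 and Syne1 at P1 missed the threshold, with the highest adjusted p = 0.18 for Chil1 without brain P1 replicate 2 (log2 fold change 2.86). Omitting parental P0 replicate 1 and brain P2 replicates 1 and 2, each in turn, ended at least 1 of the calls of Chil1 and Syne1 at P2, with the highest adjusted p = 0.13 for Chil1 without brain P2 replicate 1 (log2 fold change 2.54).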

Comparison of these differential expression data with data from human breast cancer metastases to the brain revealed strikingly high concordance. Among genes included in both this study and in the study by Palmieri et al. [45], 18/21 (86%) of the increases or decreases that accompany the transition from primary to metastatic cancer in clinical samples changed in the same direction in the transition from P0 to P2 in the present data. Permutation analysis over randomly selected groups of these 21 genes showed that this concordance in the direction of change was highly significant (p = 0.0002) (**Fig. S5**). Therefore, grafting of breast cancer cells onto brain tissue growing in a murine dorsal skinfold chamber recapitulates significant events that occur in human breast cancer brain metastasis.

These results indicate that the N202 cells initially interpret signals from the brain tissue microenvironment by expressing genes that are characteristic of the surrounding host tissue. The cells eventually evolve away from this orthotopic gene expression phenotype and toward a more rapid growth phenotype. 

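By P3 Prss12 stood at 0.29 and Chrm3 at -0.09, neither passing the test, and both were lower than at P2, by -2.88 (adjusted p = 0.00066) and -2.35 (adjusted p = 0.00033). Maoa was at -0.33 at P3 and fell below P0 at P4, at -1.99 (adjusted p = 0.0049). Slc38a1 was at 0.18 at P3 and fell at P4 to -2.94 (adjusted p = 0.00032). The up genes of Table 3 for brain, a list chosen by the study on these arrays, had medians of -0.04 at P3 and -0.07 at P4, and the down genes -0.23 and -0.27. Of the 54 kept up genes, 0 rose and 2 fell at P3 (4 and 4 adjusted over the list alone). Kcnma1 rose at P3 by 8.16 (adjusted p = 0.00052) and Rbp7, a retinol-binding protein, at P4 by 4.82 (adjusted p = 5.7e-05), and Ms4a6d fell to -4.01 (adjusted p = 0.0046) at P3. The call of Ms4a6d at P3 was lost without parental P0 replicate 2 (adjusted p = 0.063, log2 fold change -3.82).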

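A second adaptation experiment on brain tissue gave 1 array at P1 and 1 at P2, processed as the others were and compared with the same P0 arrays, each lone array being assumed to vary like the groups with 2 arrays. Kit rose at P1 of this experiment by 2.54 (adjusted p = 0.0081) and Sirpa by 1.37 (adjusted p = 0.042), and Edn1, the precursor of endothelin-1, by 2.39 (adjusted p = 0.04). Of 27 kept up genes of Table 2, 20 were higher and 7 lower than P0 at P1 and 19 higher and 8 lower at P2, and of 19 kept down genes 7 and 12 were higher and 12 and 7 lower. Fisher's exact test (two-sided) gave p = 0.016 and an odds ratio of 4.71 at P1 and p = 0.75 and 1.38 at P2, but the study chose the lists by their change from the same P0 arrays, which by itself favours agreement. With breast P1 as reference in place of P0 the odds ratio was 2.69 (Fisher's exact p = 0.13) at P1 and 0.614 (exact p = 0.53) at P2, and with the stricter filter 2.79 (exact p = 0.17) at P1. Against the same P0 arrays, 15, 15 and 17 of the 27 up genes and 8, 8 and 10 of the 19 down genes were higher at P1 on bone marrow, lung and breast tissue. In random lists of the same size, which do not carry that choice, 13.7 and 11.4 of 27 genes were higher at P1 and P2 (percentiles 99.1 and 99.8), and 9.44 and 8.08 of 19 (percentiles 13.6 and 95.8). Of the 7300 genes, 69 rose and 44 fell at P1, and 0 rose and 0 fell at P2, where 531 had limma's unadjusted p under 0.05; without parental P0 replicate 1 or 2 the totals were 37 and 30 at P1 and 4 and 7 at P2. Without parental P0 replicate 1 or 2 the odds ratio was 4.94 or 3.15 (Fisher's exact p = 0.016 or 0.075) at P1 and 0.992 or 1.44 at P2. With dim genes included, 23 of 33 up genes were higher at P1 and at P2, and the same test gave exact p = 0.0062 and 0.26. The largest increases at P1 included Tslp, a cytokine, at 4.71 (adjusted p = 0.049), Aldh1l2, Slc7a11, a cystine carrier, and Atf3, a stress-induced transcription factor, at 3.93 (adjusted p = 0.0076), 3.84 (adjusted p = 0.0057) and 3.19 (adjusted p = 0.0081). Dropped in turn, parental P0 replicates 1 and 2 each ended at least 1 of the calls of Sirpa, Edn1 and Tslp at P1 of the second experiment, with the highest adjusted p = 0.17 for Tslp without parental P0 replicate 2 (log2 fold change 4.28).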

In a biological replicate experiment, genes associated with neurobiological functions and induced in P1 and P2 in the first experiment (**Table 1**) were similarly induced in the replicate experiment by a ∼2∶1 margin (27∶13 induced vs. repressed in repP1 and 25∶15 induced vs. repressed in repP2). Among genes that were repressed in the first experiment, most were repressed in repP1 (5∶19, induced vs. repressed), but many of these returned to baseline or above by repP2 (15∶9, induced vs. repressed), similar to the later stage, P3 in the first experiment. 

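Of the down genes, Erbb2, the mouse counterpart of the transgene, fell at P1 of the replicate to -1.69 (adjusted p = 0.021), and Nrp1 and Plau stood at -0.37 and -0.92. At P2 Erbb2 was at -0.45 and Nrp1 at 0.15. The 27 kept up genes of Table 2 had a median of 0.42 at P1 (percentile 99.9 of random lists), with 2 up and 0 down by the test (9 and 0 adjusted over the list alone), camera adjusted p = 0.00091 and adjusted p = 0.3 with an estimated correlation, and the 19 down genes had -0.25 (percentile 1.73, camera adjusted p = 0.068, adjusted p = 0.3 with an estimated correlation). Across genes, the changes at brain P2 and at replicate P1 had r = 0.326, against 0.409 in simulations of unchanged groups that share the P0 arrays, and a covariance of 0.117 against 0.0314 simulated. At brain P2 and replicate P2 these were r = 0.0891 against 0.408 and a covariance of 0.023 against 0.0313. As 0 genes were called at replicate P2, no call could be shared there. With 1 parental array for each experiment, a test chosen after the result was seen, r at brain P2 and replicate P2 was -0.147 or 0.073. The lists of genes called at brain P2 and at replicate P1 shared 39 up and 17 down, and those at brain P1 and replicate P1 shared 7 and 9, all called against the same P0 arrays, so that some overlap is expected without a shared response. The call of Erbb2 at P1 of the second experiment was lost when parental P0 replicates 1 and 2 were left out, each in turn, with the highest adjusted p = 0.075 without parental P0 replicate 2 (log2 fold change -1.68).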

Genes from **BN_25_ 5** in the replicate experiment were induced immediately, rather than exhibiting the two-cycle delay of the previous experiment. 

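Aldh1l2 and Gpt2, genes of the list of amino acid starvation and integrated stress response, rose at P1 of the replicate, as in the first series at P2. Gpt2 rose by 2.51 (adjusted p = 0.0081). Idi1 and Hmgcs1, enzymes of cholesterol synthesis, fell to -2.72 (adjusted p = 0.016) and -1.86 (adjusted p = 0.026). The position of each replicate array on the first brain course, interpolated by a spline, was the mean over 1000 samples of 100 probe sets of the point with the smallest sum of absolute differences. It was 2.01 for replicate P1, with 95% of the samples between 0 and 2.76, and 2.22 for replicate P2, between 0 and 4. With all kept probe sets in place of samples the positions were 2.61 and 3.94. Second arrays of the first series, placed on the course of the first arrays, lay at 1.04, 1.90, 2.95 and 3.81 for P1 to P4. Bone marrow P1, lung P1 and breast P1 lay at 0.214, 0.609 and 2.16. The position of replicate P1 was 0.701 without brain P3 replicate 1 and up to 2.42 without another array. The paper proposes from its least-squares positions that adaptation was faster in the second experiment. In a fit without parental P0 replicate 2, Idi1 and Hmgcs1 at P1 of the second experiment no longer passed the test (adjusted p = 0.059 for Idi1, log2 fold change -2.46).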

Modeling based on least-squares indicated that repP1 and repP2 corresponded most closely with times P2.60 and P3.68 in the original time series, indicating more rapid adaptation in the second experiment (**Fig. S6**). Such variation in timing would be expected of adaptation driven by stochastic processes, and as in natural cancer, this comparison emphasizes the “case study” nature of each independent adaptive series.

This observation of orthotopic gene expression was facilitated by the cell sorting, which allowed us to identify tissue specific gene expression without interference from contaminating cells from the host tissue, and also by extensive tissue-specific gene expression characteristic of the brain. Functions associated with bone marrow are often characteristic of inflammation as well, and as such cannot be used as evidence of orthotopic gene expression in this model. Nevertheless, their absence would be surprising and, indeed, many genes expressed in bone marrow and associated with inflammation are expressed when N202 cells are placed in contact with bone marrow. For example, in **BM_25_1**, Tlr2, Ripk2, Myd88 are initially up-regulated and control inflammatory responses [46], such as *positive regulation of interleukin-6 production, MyD88-dependent toll-like receptor signaling pathway*, and *positive regulation of tumor necrosis factor production* (see http://www.voxvill.org). 

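At bone marrow P1, Tlr2, a receptor for bacterial lipoproteins, stood at 1.01 (adjusted p = 1), Myd88, its adaptor, at 0.65 (adjusted p = 1), Csf3, a growth factor of granulocytes, at 0.89 (adjusted p = 1), Cxcl5 at 1.41 (adjusted p = 1) and Itgb6, an integrin subunit, at 0.86 (adjusted p = 1), none passing the test. Of 22 inflammatory cytokines and targets of NF-kB the median was 0.20 (percentile 100 of 10000 random lists, camera adjusted p = 0.085, adjusted p = 0.89 with an estimated correlation), with 0 up and 0 down (0 and 0 adjusted over the list alone). The same list lay at 0.23 on lung P1 (percentile 100, camera adjusted p = 0.14, adjusted p = 0.96 with an estimated correlation) and 0.36 on breast P1 (percentile 100, camera adjusted p = 0.05, adjusted p = 0.94 with an estimated correlation). Antigen presentation genes had a median of -0.48 (percentile 0, camera adjusted p = 0.017, adjusted p = 0.48 with an estimated correlation). Ripk2 has no probe set with a single symbol on the array.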

*Immune response* due to Csf3, Cxcl5, and Cxcl1, and *inflammatory response* due to Itgb6, Cxcl5, and Cxcl1, are associated with P1 of **BM_36_25**. 

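At bone marrow P1, Alpl, the alkaline phosphatase of bone, liver and kidney, stood at 1.16 (adjusted p = 1), Sfrp1, an inhibitor of Wnt signalling, at 0.73 (adjusted p = 1), Tob1, an inhibitor of proliferation, at 0.79 (adjusted p = 1), Bcl9, a co-activator of beta-catenin, at 0.66 (adjusted p = 1) and Fst, follistatin, at 0.90 (adjusted p = 1). The matrix crosslinking enzyme gene Loxl4 stood at -0.58 (adjusted p = 1) on bone marrow and -1.06 (adjusted p = 0.47) on lung and at -1.13 (adjusted p = 0.12) on brain P1. Stc2, a glycoprotein hormone, lay below the filter with 1.10. None of these genes passed the test, in which the single bone marrow array is assumed to vary like the groups with 2 arrays. Of 3 kept osteoblast and bone markers, the median at bone marrow P1 was 0.17, with 0 up and 0 down (0 and 0 adjusted over the list alone). At brain P1 the same markers had a median of 1.79, with 2 up and 0 down.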

Several genes that change in P1 have functions in bone unrelated to inflammation, per se: in **BM_25_1**, Adamts1 is important in inflammation, but also in normal bone physiology [47] and metastasis to bone [48]; Alp1 is a tissue-specific alkaline phosphatase expressed in bone, liver, and kidney [49]; Nr4a2 can be induced in bone-marrow-derived mesenchymal stem cells [50]; Bcl9 is up-regulated in osteoarthritis [51]; Sfrp1, and Tob1 and Srfp1 are significantly associated with GO terms *bone trabecula formation* and *negative regulation of osteoblast differentiation*, respectively; Stc2 controls bone growth [52]; and Loxl4 is up-regulated in bone marrow but not brain and lung, and is involved in crosslinking collagen. In **BM_36_22**, in which genes are up-regulated only in P1, *hemopoietic progenitor cell differentiation* is significant due to Fst and Sfrp1, as are *negative regulation of bone remodeling*, *negative regulation of osteoclast differentiation*, *convergent extension involved in somitogenesis* and *bone trabecula formation*. 

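Of 19 kept genes of cholesterol synthesis, which include Idi1, Hmgcs1 and the lanosterol demethylase gene Cyp51, the median at lung P1 to P4 was 0.12, -0.22, 0.52 and -0.07. These lay at percentiles 98.1, 1.19, 100 and 19.5 of 10000 random lists matched for level, with camera adjusted p = 0.18, 0.098, 2.6e-08 and 0.91, and adjusted p = 0.96, 0.82, 0.51 and 1 with an estimated correlation. Stard4, a carrier of sterols, and Hmgcs1 stood at 0.35 and 0.67 at P3 and Cyp51 at 0.72, with 0 up and 0 down by the test (limma with one lung array; 0 and 0 adjusted over the list alone). On bone marrow P1 the list had 0.39 (percentile 100, camera adjusted p = 8.2e-07, adjusted p = 0.66 with an estimated correlation).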

In lung, *sterol biosynthetic process* achieve very high significance (qval = 4×10^−5^) in **LN_25_ 12**, an expression profile that tracks closely with *in vitro* growth.

These data show that cancer cells exposed to foreign tissue microenvironments initially respond by expressing genes typical of the cells that comprise the microenvironment. Genes in this early response class represent potential therapeutic targets to delay or prevent brain metastasis using drugs already in use for other purposes, including Alpl, Arg2, Bcl2, C3, Chrm3, Kit, Maoa, and Odc1 (see http://www.voxvill.org), with the essential caveat that the contributions of these genes to the fitness of the metastatic tumor are unknown. 

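At P1 Odc1, the first enzyme of polyamine synthesis, rose by 1.17 (adjusted p = 0.014), and stood at 0.71 (adjusted p = 0.051) at P2. Chrm3 was at 2.26 (adjusted p = 0.00087) at P2, and Maoa at 1.16 (adjusted p = 0.012). Alpl stood at 0.09 (adjusted p = 0.96) at P1 and 1.87 (adjusted p = 0.062) at P2, and C3, complement, lay below the filter. Of these genes that were kept, Chrm3, Maoa and Kit rose at both early passages, Bcl2 rose at P2, Odc1 rose at P1 and did not pass at P2, and Alpl passed at neither. Of the calls above, that of Odc1 at P1 ended without parental P0 replicates 1 and 2 and brain P1 replicates 1 and 2, left out in turn, with the highest adjusted p = 0.11 without brain P1 replicate 2 (log2 fold change 1.12). In fits that left out parental P0 replicate 1 and brain P2 replicate 2 in turn, Maoa at P2 no longer passed the test, with the highest adjusted p = 0.085 without parental P0 replicate 1 (log2 fold change 1.04).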

A few genes that can be inhibited by known drugs or chemicals are up-regulated at early times and persist or are up-regulated at later times, including Alpl, Plat, and Pnp. 

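Plat, tissue plasminogen activator, stood at -0.49 (adjusted p = 0.27) at P1, fell at P2 to -1.65 (adjusted p = 0.0039), and stood at 0.69 at P3 and 0.95 at P4. Pnp, purine nucleoside phosphorylase, stood at -0.22 (adjusted p = 0.69), -0.80 (adjusted p = 0.07), 1.12 (adjusted p = 0.1) and 0.43 (adjusted p = 0.45) at P1 to P4. Alpl was at 0.74 (adjusted p = 0.63) at P3 and 1.68 (adjusted p = 0.22) at P4. Compared with P2, Plat was higher at P3 by 2.34 (adjusted p = 0.00044) and Pnp by 1.92 (adjusted p = 0.0016).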

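Hdac1, a histone deacetylase, stood at -0.73 (adjusted p = 0.058) at P1, fell at P2 to -1.06 (adjusted p = 0.0095), and was at 0.11 at P3 and 0.16 at P4. Vdr, the vitamin D receptor, was at -0.87 (adjusted p = 0.1) at P1, fell at P2 to -1.94 (adjusted p = 0.0037), and was at -0.10 and 0.35 later. Jun stood at -1.22 (adjusted p = 0.055) at P1, fell at P2 to -1.22 (adjusted p = 0.034), and stood at 0.24 at P3 and -0.04 at P4. From P2 to P3 the increases were 1.17 (adjusted p = 0.0037) for Hdac1, 1.46 (adjusted p = 0.011) for Jun and 1.83 (adjusted p = 0.0027) for Vdr. None of these values is corrected for shifts of whole chromosomes. Genes of chromosome 4, as a set, stood at -0.608 at P1 and -0.586 at P2. At P3 they were higher than at P2 by 0.695. A part of the change of a single gene can be such a shift. When parental P0 replicates 1 and 2 and brain P2 replicates 1 and 2 were dropped in turn, at least 1 of the calls of Hdac1 and Jun at P2 ended, with the highest adjusted p = 0.15 for Jun without parental P0 replicate 1 (log2 fold change -1.18).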

At least three drugable genes, Hdac1, Jun, and Vdr, are initially down-regulated by the brain tissue microenvironment, but then return to control levels when more rapid growth is observed, suggesting a delay in the timing of the potential therapeutic window. Interestingly, vorinostat, which inhibits Hdac1, also inhibits brain metastatic colonization in a breast cancer model [53]. In addition to genes that are induced early during adaptation, others induced in brain tissue, bone marrow and lung reach their highest levels in later passages, and these genes may also be of interest vis-à-vis drug targeting, insofar as blocking their later elevated expression may affect tumor cell fitness (see **Table S3**). Many other adaptive responses that occur in the serially transplanted tumor cells, including associations with stress and wound healing, innate immune responses, changes in metabolism and others, can be explored further at http://www.voxvill.org.

## Discussion

We allowed a murine breast cancer-derived cell line to adapt to various co-cultured tissues in an *in vivo* culture system, and measured gene expression over time as the cells adapted to the different tissues. We then grouped genes according to similarities in their temporal expression behavior by k-means and correlated the resulting groups with GO Biological Process terminology. This allowed us to describe a sequence of steps taken by a cancer-derived cell line during its adaptation to thrive in foreign tissue microenvironments. The sequential activation of functions relating, first, to homeostasis, then to management of endoplasmic reticulum stress, and finally to increased morphological complexity, migration, and cell division parallels the generally assumed model in which metastatic cells that have entered a novel tissue microenvironment by extravasation must first acquire the ability to survive before venturing to proliferate. Less attention has been paid to this early stage of metastatic colonization, in part because early metastatic tumors are microscopic and are therefore difficult to detect, and yield limited material for molecular analysis. In addition, contamination by the surrounding tissue can be difficult to exclude during direct molecular analysis, particularly in syngeneic models.

Breast cancer cells co-cultivated with brain tissue initially express a large number of genes typically expressed brain tissue, presumably due to microenvironmental signals emanating from the brain tissue, similar to stromal effects on gene expression during the epithelial-mesenchymal transition [54]. Induction of orthotopic gene expression was also observed when the co-cultivated tissue was bone marrow or lung tissue, although the observation of orthotopic gene expression with brain tissue was more dramatic, possibly due to a richer ontology vocabulary for brain versus bone marrow or lung. Our finding of remarkably high correspondence between gene expression in murine breast cancer cells adapted to grow on minced brain tissue cultivated *in vivo* and gene expression in clinical breast cancer metastases to the brain suggests that temporal changes observed in our model system are likely to recapitulate temporal phenomena in clinical disease.

We also observed that gene expression evolves during tumor cell adaptation to these various tissues, and that some early changes are temporary. This suggests that analysis of gene expression in well-established clinical tumors is unlikely to accurately reflect earlier gene expression events, some of which may represent novel clinical targets. In our experiments, 89 genes reached their maximum expression of ≥2-fold in tumor cells immediately upon co-cultivation with brain tissue, and there are drugs and small molecule inhibitors for 26 of these. This suggests potential strategies to prevent metastatic dissemination of breast cancer to the brain, assuming that the higher expression of some of these genes favors survival or growth. Similarly, 205 genes reached a maximum expression ≥2-fold higher in the second passage on brain tissue, and there are small molecule inhibitors for 54 of these, suggesting a potential strategy to treat slightly more advanced brain-metastatic cancer, still prior to the rapid growth phase. 

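Among genes with a mean of at least 2-fold above P0 at some brain passage, those whose highest value was at P1 include Akr1c18 and Nt5dc2, a nucleotidase family member, the latter at 3.37, and those highest at P2 include Csn3, Gjb2 and Renbp. There were 88 genes with their maximum at P1, 230 at P2, 51 at P3 and 40 at P4, out of 7300. The count at P3 was 82 without parental P0 replicate 1, and that at P4 76 without brain P4 replicate 2. With 2-fold change and an adjusted p under 0.05 together, the counts at P3 and P4 were 9 and 9.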

Fifty-two (52) genes reached their maximum expression of ≥2-fold in the third passage, and there are inhibitors for 13 of these. Similarly, 201 genes were up-regulated by ≥2-fold in at least one time point when the breast cancer cells were co-cultivated with bone marrow, 61 of which have known inhibitors. 204 genes were up-regulated by ≥2-fold in at least one time point when the breast cancer cells were co-cultivated with lung, for which there are also, coincidentally, 61 inhibitors. 

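Kcnma1, Hid1 and Akr1b8, an aldo-keto reductase, are among the genes at least 2-fold above P0 in at least 1 of 4 passages both on bone marrow and on lung. There were 145 such genes on bone marrow and 163 on lung, and 80 on both, against 71.8, 71.0 and 20.4 in simulations of unchanged groups with the same P0 arrays, and 3.24 for 2 independent lists. The count was 166 or 255 on lung and 86 or 138 on both without parental P0 replicate 1 or 2. With 2-fold change and an adjusted p under 0.05 together, 7, 5 and 3 genes met the count on bone marrow, lung and both.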

There were 101 genes up-regulated by ≥2-fold in both the bone marrow-adapted and lung-adapted cells, and there are inhibitors for 40 of these. Many of these inhibitors correspond to drugs already approved to treat cancer, while many others are currently used to treat maladies other than cancer, and might be repurposed to prevent or treat breast cancer metastasis.

The tissue-dependence of gene expression observed in cells co-cultured briefly with various tissues, especially when the changes revert to parental levels in later passages, indicates a potential shortcoming in drug screening strategies for cytostatic and cytotoxic agents that use tumor-derived cell lines growing *in vitro* that have been maintained in culture for many generations. It would be surprising to discover that the changes induced *in vivo* were stable for many generations *in vitro*. In cases in which such induced genes imparted a growth advantage to the cells growing *in vivo*, one would generally not expect these advantages to persist during the *in vitro* stage of our protocol. Therefore, drugs that inhibit such genes may influence growth in the tissue environment, but would not be expected to influence growth *in vitro*, and would be missed in screens that do not have an *in vivo* component.

The large number of tumor cells grafted onto tissues in the dorsal skinfold chambers in these experiments suggests a potentially significant caveat: the microenvironment experienced by the grafted cells is partially determined by the tumor cells, themselves, whereas a genuine extravasated tumor cell exists as a single cell possibly through a very long period of dormancy. Therefore, by using a large number of cells, we increase the chances of one or more clones surviving and growing, but sacrifice fidelity with the true biological situation. Also, these studies are based on a small number of adaptation experiments, and therefore cannot be generalized without caution. However, the expression of stress- and tissue-specific genes in early stages of adaptation, followed by apparent adaptation to the novel environment, followed by more demanding cell-physiological processes such as morphological reticulation and growth, conform to the prevailing general notions of how cancer, particularly metastatic cancer, must progress. Also, while cells of the experimental tumors are serially transplanted in this experimental design, the organ tissue is not, thereby precluding any long-term adaptive response on the part of the microenvironment in these experiments.

A concerted effort to identify the time-resolved changes that occur during cancer progression in animal models may provide new insights into treatment strategies especially with regard to gene expression changes that occur early during metastasis and therefore represent likely drug targets for metastasis prevention or delay. Our experiments do not exclude the likely possibility that some of the changes in gene expression we observe may occur prior to *bona fide* metastasis when the tumor cells are in circulation.

## Materials and Methods

### Ethics statement

All procedures involving mice were approved by the Institutional Animal Care and Use Committee of Explora Biolabs (San Diego, CA), and performed under Protocol EB09-022. Experiments were carried out in accordance with recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health. Every effort was made to minimize animal suffering, anxiety, and discomfort.

### Intravital video microscopy

Platinum chambers were fitted in the dorsal skinfold of female nude mice by surgery as described extensively in [13], [14]. Brain, bone marrow and lung tissue were obtained from donor mice (C57BL/6), minced with a razor blade and ∼10 micrograms of minced tissue were introduced into each dorsal skinfold chamber. These tissues were allowed to revascularize for 7–10 days, to form “pseudo-brain”, “pseudo-bone marrow”, and “pseudo-lung”. Spheroids were prepared as described previously [13], [14], from the HER2-positive mouse breast cancer cell line clone N202.1A, which were derived from mammary carcinomas of FVB-NeuN #202 mice (H-2q), expressing a rat HER-2/neu proto-oncogene transgene, controlled by the MMTV promoter [55]. The N202 cells were further modified to express enhanced green fluorescent protein (eGFP) from a stably integrated H2B-GFP construct [15]. These N202 spheroids were grafted on top of the revascularized bone marrow, lung tissue, or brain tissue. Growth of the N202 cells expressing H2B-GFP was followed via the GFP using fluorescence microscopy through the window of the dorsal skin fold chamber. After 21 days, the developing tumors were removed from the chambers and placed in cell culture for 2-4 weeks, depending on the rate of cell growth. Cells expressing GFP were enriched by selection with G418, and again expanded in culture for 2-4 weeks. New spheroids were again prepared and a new cycle of grafting into freshly prepared dorsal skin fold chambers was initiated. This was repeated for a total of 4 cycles. To determine cell growth rates, each passage of N202 for the three tissues were seeded *in vitro* at ∼30000 cells in triplicate and counted every three days during two weeks using a hemocytometer. The mean was calculated for each time point, using 6 or more values.

### Gene expression analysis

At each cycle, cells were then sorted based on GFP, RNA was harvested from these highly purified cultures, and gene expression analysis was performed on Affymetrix GeneChip mouse gene 1.0 St array, following the manufacturer's protocol for target preparation, hybridization, washing and scanning. The cells were grown to 60–70% confluence, and total RNA was extracted using an RNeasy Mini Kit (Qiagen, Valencia, CA) following the manufacturer's instructions. RNA concentration was determined by spectroscopy, and integrity was assessed qualitatively by agarose gel electrophoresis. 100 ng of total RNA were used for target preparation.

The parental cell line served as a common control. Technical replicates starting with cells in culture for the common control (P0) and for the cells harvested at the four subsequent passages (P1-4) for cells adapted to brain tissue were performed. Cells harvested from bone marrow and lung tissue were analyzed once per time point. Gene expression data were processed using the RMA (Robust Multiarray Average) [56] algorithm in the Affymetrix Expression Console Software package (**Fig. S7**). Data were analyzed using routines written in R [57]. Genes were filtered for those having signal intensities exceeding 95% of the signals from negative hybridization controls, and this yielded 10,522 positive probe sets (**Fig. S8**). 

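Erbb2 (probe set 10380896), the mouse counterpart of the transgene, passed the filter on dim probe sets with a level of 10.70 in P0, and S100a8, C3 and Aqp8 did not. The lowest largest group mean among the 10522 probe sets was 7.33 on the log2 scale, chosen to give the number of probe sets that the paper states, because the negative control probes are not part of the values used here. Of the 34760 probe sets, 21640 carry 1 gene symbol, 1321 several and 11799 none. Of the 19937 genes with a symbol of their own, 954 had several probe sets, and the one with the highest mean was used.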

Gene expression data are deposited with the NCBI Gene Expression Omnibus (GSE54626).

### Data analysis procedures

Ratios were obtained by dividing the signal log ratios of intensities obtained for each gene after each of the four serial passages described above, creating a 5 element vector for each gene of the form (0, x_1_, x_2_, x_3_, x_4_) where x_n_ are the ratios for each passage, and these vectors were sorted into k-means groups. When using k-means, a decision must be made regarding the number of groups, N, and there is no rigorously correct way to do this. One approach is to set a maximum acceptable fitting error (i.e. the ‘sum of squares within’), another is to track the error assuming different numbers of groups and to choose a number of groups beyond which the error no longer decreases rapidly (i.e. identify an “elbow”), and a third is to try different numbers of groups and test them post hoc for statistically significant biological correlations; we used the latter. We found statistically significant correlations with GO biological process terms using different assumptions for N. P-values were determined by Fisher's exact test and corrected to yield the false discovery rate (FDR) according to Benjamini and Hochberg [19]. This was done assuming N = 9, 16, 25, 36, 49, and 64, where N corresponds to the number of k-means groups. 

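Duplicate arrays of the brain series had a Pearson correlation across probe sets of 0.960 for P0, 0.969 for P1, 0.960 for P2, 0.955 for P3 and 0.949 for P4. The standard deviation of the difference between the arrays of a pair was 0.418 for P0, 0.375 for P1, 0.427 for P2, 0.471 for P3 and 0.494 for P4 on the log2 scale. Kit stood at 9.15 and 9.39 in the P1 arrays and 4.92 and 5.12 in the P0 arrays, and Timp3 at 5.10 and 5.50 against 10.93 and 9.98. The second array of each brain pair had a raised floor, with a mean of the 5000 dimmest probe sets of 2.94 to 3.56, against 2.56 to 2.77 in the first arrays and 2.58 and 2.65 in P0. The brain P3 arrays were each nearest to bone marrow P3, at root mean square distances of 0.227 and 0.4 on the log2 scale.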

Duplicate microarrays were performed for the parental (unadapted) cell line (**Fig. S9** ****) and each time point of the brain experiment (**Fig. S10** ), and duplicate signal measurements were averaged after RMA. For the bone marrow and lung experiments, a single microarray experiment was done for each time point.

Each gene was matched to GO Biological Process Terms. Annotations were the union of the original Affymetrix GeneChip mouse gene1.0 St array provided by the Affymetrix Expression Console software and annotations from Mouse Genome Informatics (http://www.informatics.jax.org). For each value of N, the frequency of each GO Biological Process Term within N k-means groups was calculated. Values for the expected frequencies were calculated based on the number of genes in each group. For each GO term and for each group, a 2×2 contingency table was generated containing the frequency of genes annotated and not annotated with the term within the k-means group, compared with the total number of genes annotated and not annotated with the term. Fisher's exact test was performed on each contingency table to give a list of terms and p-values associated with k-means group. This is a multiple testing situation, so false discovery rates (qval) were calculated by sorting p-values from largest to smallest and dividing by their rank, according to Benjamini and Hochberg [19]. These lists were then sorted by qval from smallest to largest and stored in a MySQL database. A web interface was built to access this database. Genes and GO terms are cross-referenced by links to NCBI/Gene and AmiGO (http://amigo.geneontology.org), respectively. We used Therapeutic Targets Database drug-gene database (http://bidd.nus.edu.sg/group/ttd/), The Drug Gene Interaction Database (http://dgidb.genome.wustl.edu/), and biodbnet (http://biodbnet.abcc.ncifcrf.gov/); the latter was used to recover official gene symbols for cross-species comparison. We include other drugs and inhibitors gleaned from the literature. These are usually referenced via a Pubmed link. Note that identical or similar drug effects across species cannot be assured.

## Supporting Information

Figure S1 Population doubling per day in vitro and in vivo. (A, B, C) In vitro rates of population doubling per day (PD/D) for cells grown from in vivo passages 0–4 for brain, bone marrow, and lung tissue, respectively, and 3 independent measurements per time point. Error bars represent one standard deviation. (D, E, F) In vivo growth rates, 2 animals per measurement. (G, H, I) Correlation between in vitro and in vitro growth rates; r is Pearson's correlation. (Note that the cells of the final time point were not transferred into the chamber, and therefore the second row has one fewer time point than the first).
(TIF) Click here for additional data file.

Figure S2 Adaptation of N202 cells to brain, bone marrow and lung tissue. N = 25. Gray lines represent 4-fold changes. Horizontally, positions represent sequential in vivo passages, P0, P1, P2, P3, P4, and gene expression analysis was performed on cells expanded in vitro from each of these passages. K-means clustering for (**A**) brain tissue, (**B**) bone marrow tissue, (**C**) lung tissue. (A) corresponds to Figure 2 in the text and is included here for convenience. As in Figure 2, the central black line in each frame represents no change, i.e. 1-fold changes, and the gray lines represent 4-fold increases or decreases, relative to the parental cell line. Horizontally, the five positions along the x-axis represent sequential in vivo passages, P0 (i.e. parental cells), P1, P2, P3, P4, and gene expression analysis was performed on cells expanded in vitro from each of these passages. (B) and (C) represent the corresponding clusters for bone marrow and lung.
(TIF) Click here for additional data file.

Figure S3 Cell morphology during adaptation to brain tissue. Cell morphology during adaptation to brain tissue varies considerably. Three example fields of cells at each adaptive stage are shown. (**P0**) The parental cell line has short dendritic projections. (**P1**) Cells after the first passage become slightly less complex in shape. (**P2**) After the second passage, cells have very few dendritic projections. (**P3**) Cells of P3 have numerous, stumpy dendritic extensions, and this phenotype is more pronounced in (**P4**).
(TIF) Click here for additional data file.

Figure S4 (A) Robust neovascularization in P1. Bright field images showing that neovascularization of the developing tumor (evident as a raised, bright nodule) becomes robust in the first passage (P1) in all three tissues, brain (bn), bone marrow (bm), and lung (ln). Pressure against the glass due to rapid growth reduces circulation in P1 ln in the picture on the right. (**B**) **Robust neovascularization in all passages**. Bright field images of N202 cells growing in three successive passages (P1–3) of independently adapting lineages on brain tissue, illustrating that vascularization is robust for all passages.
(TIF) Click here for additional data file.

Figure S5 Concordance between clinical brain metastasis and this model system. These histograms show the correspondence between human metastatic breast cancer to the brain and the transition from P0 to P1, 2, 3 and 4 when N202 cells are trained to grow on brain tissue in the dorsal skinfold chamber. This analysis is based on gene expression data from Palmieri et al. [45], in which genes that are up-regulated or down-regulated in breast cancer metastasis to the brain are described. 21 out of 56 genes that were significantly different in metastasis vs. primary tumors identified in [45] were represented by orthologs in our data. We devised a statistic for concordance, c/n, in which c is the number of genes that change in the same direction in the two experiments and n is the number of genes being compared, i.e. n = 21. 18 out of 21 (i.e. c/n = 18/21 = 86%) of these genes that were significantly different in primary tumors vs. metastatic tumors were altered in the same direction in our data in the transition P0→P2, with p = 0.0002. A ratio near 0.86 could occur by chance if ∼86% of the changes in gene expression observed in our data corresponded to down-regulation; therefore, p-values were determined by comparing the observed c/n (e.g. 18/21≈0.86 for P0→P2) with c/n for 10,000 randomly selected sets of 21 genes. These results are summarized as histograms. The p-value of p = 0.0002 (or with a Bonferonni correction; p = 0.0008) for the P0→P2 transition indicates strong concordance of clinical brain-metastatic breast cancer and the P0→P2 transition in our experimental model. This similarity was not seen in the transitions P0→P1, P0→P3, or P0→P4, although the transition P0→P1 nearly reaches a significant p-value. The red vertical lines represent the observed value for c/n and the p-values are indicated.
(TIF) Click here for additional data file.

Figure S6 Biological replicate of transplantation of N202 tumor cell spheroids to brain tissue. This biological replicate was performed exactly as the initial experiment. There is no reason to anticipate that the rate of evolution in two independent experiments would be identical. Therefore, we sought to match the two sequential passages repP1 and repP2 from the replicate experiment to the appropriate position in the original time course, P0-P4. To achieve this, a spline curve was fit to every gene in the plot of passage vs. RMA-normalized gene expression signal. We used these spline curves to fill a matrix of interpolated intermediate values for each gene at intermediate passages, e.g. P0, P0.002, P0.004,…, P4.000. We then calculated the sum of absolute differences between repP1 and every column in this matrix, and assigned repP1 to the column in the matrix where this statistic was minimum. The position assignment was based on 1000 random bootstrap samples of 100 randomly sampled genes. This was repeated for repP2. Histograms indicated that repP1 and repP2 fit best at P2.65 (blue) and P3.82 (red), respectively. The grey bar corresponds to original P2 as an algorithm check.
(TIF) Click here for additional data file.

Figure S7 Box plot showing the results of robust multiarray averaging (RMA). The robust multiarray average implemented in Affymetrix Expression Array Console Software. UT = Untrained, BN = brain, BNr = brain technical repeat, BM = bone marrow, LN = lung, BR = breast. Boxes are bounded at the first and third quartiles. Wiskers are at 1.5 times the range.
(TIF) Click here for additional data file.

Figure S8 Histogram of PM signals on Affymetrix arrays. Yellow = all PM (perfect match) scores, Red = negative hybridization controls, Blue = positive hybridization “spike-in” controls provided by the manufacturer. The vertical red line is placed at the position below which are 95% of the negative controls. Genes were included for which the signal exceeded this threshold for at least one trained or untrained cell line.
(TIF) Click here for additional data file.

Figure S9 Scatterplot of RMA-normalized untrained control replicates. UT1 and UT2 microarrays were repeated beginning with two independent cell cultures and corresponding RNA preparations, and plotted as a scatterplot. This plot provides a visual demonstration of reproducibility.
(TIF) Click here for additional data file.

Figure S10 Technical replicate reproducibility. Technical replicates of microarrays for cells trained to grow on brain tissue, beginning with independent cell cultures and corresponding RNA preparations.
(TIF) Click here for additional data file.

Table S1 Significant GO Biological Process Terms related to “transport” associated with genes that are UP-REGULATED upon initial contact with Brain, Bone Marrow, and Lung Tissues.
(DOCX) Click here for additional data file.

Table S2 Genes associated with GO Biological Process terms discussed in the text.
(DOCX) Click here for additional data file.

Table S3 Genes strongly induced or repressed in different passages in brain tissue.
(DOCX) Click here for additional data file.

## References

[1] KobayashiK, SawadaK, YamamotoH, WadaS, SaigaH, et al (2003) Maternal macho-1 is an intrinsic factor that makes cell response to the same FGF signal differ between mesenchyme and notochord induction in ascidian embryos. Development 130: 5179–5190.1295471910.1242/dev.00732

[2] TakahashiM, PalmerTD, TakahashiJ, GageFH (1998) Widespread integration and survival of adult-derived neural progenitor cells in the developing optic retina. Mol Cell Neurosci 12: 340–348.988898810.1006/mcne.1998.0721

[3] BonfantiP, ClaudinotS, AmiciAW, FarleyA, BlackburnCC, et al (2010) Microenvironmental reprogramming of thymic epithelial cells to skin multipotent stem cells. Nature 466: 978–982.2072504110.1038/nature09269

[4] TlstyTD, CoussensLM (2006) Tumor stroma and regulation of cancer development. Annu Rev Pathol 1: 119–150.1803911010.1146/annurev.pathol.1.110304.100224

[5] JoyceJA, PollardJW (2009) Microenvironmental regulation of metastasis. Nat Rev Cancer 9: 239–252.1927957310.1038/nrc2618PMC3251309

[6] GuptaGP, MassagueJ (2006) Cancer metastasis: building a framework. Cell 127: 679–695.1711032910.1016/j.cell.2006.11.001

[7] HanahanD, WeinbergRA (2011) Hallmarks of cancer: the next generation. Cell 144: 646–674.2137623010.1016/j.cell.2011.02.013

[8] YonedaT, WilliamsPJ, HiragaT, NiewolnaM, NishimuraR (2001) A bone-seeking clone exhibits different biological properties from the MDA-MB-231 parental human breast cancer cells and a brain-seeking clone in vivo and in vitro. J Bone Miner Res 16: 1486–1495.1149987110.1359/jbmr.2001.16.8.1486

[9] BosPD, ZhangXH, NadalC, ShuW, GomisRR, et al (2009) Genes that mediate breast cancer metastasis to the brain. Nature 459: 1005–1009.1942119310.1038/nature08021PMC2698953

[10] AslaksonCJ, MillerFR (1992) Selective events in the metastatic process defined by analysis of the sequential dissemination of subpopulations of a mouse mammary tumor. Cancer Res 52: 1399–1405.1540948

[11] YangJ, ManiSA, DonaherJL, RamaswamyS, ItzyksonRA, et al (2004) Twist, a master regulator of morphogenesis, plays an essential role in tumor metastasis. Cell 117: 927–939.1521011310.1016/j.cell.2004.06.006

[12] GiancottiFG (2013) Mechanisms governing metastatic dormancy and reactivation. Cell 155: 750–764.2420961610.1016/j.cell.2013.10.029PMC4354734

[13] OhP, BorgstromP, WitkiewiczH, LiY, BorgstromBJ, et al (2007) Live dynamic imaging of caveolae pumping targeted antibody rapidly and specifically across endothelium in the lung. Nat Biotechnol 25: 327–337.1733435810.1038/nbt1292PMC1979160

[14] FrostGI, LustgartenJ, DudouetB, NybergL, Hartley-AspB, et al (2005) Novel syngeneic pseudo-orthotopic prostate cancer model: vascular, mitotic and apoptotic responses to castration. Microvasc Res 69: 1–9.1579725410.1016/j.mvr.2004.10.001

[15] CuadrosC, DominguezAL, FrostGI, BorgstromP, LustgartenJ (2003) Cooperative effect between immunotherapy and antiangiogenic therapy leads to effective tumor rejection in tolerant Her-2/neu mice. Cancer Res 63: 5895–5901.14522915

[16] DulbeccoR, ArmstrongB (1988) Stochastic development of invasive potential in rat mammary tumors induced by N-methyl-N-nitrosourea. Proc Natl Acad Sci U S A 85: 8659–8663.246087410.1073/pnas.85.22.8659PMC282519

[17] ChanMM, LuX, MerchantFM, IglehartJD, MironPL (2007) Serial transplantation of NMU-induced rat mammary tumors: a model of human breast cancer progression. Int J Cancer 121: 474–485.1740512210.1002/ijc.22684

[18] Perez-LlamasC, Lopez-BigasN (2011) Gitools: analysis and visualisation of genomic data using interactive heat-maps. PLoS One 6: e19541.2160292110.1371/journal.pone.0019541PMC3094337

[19] BenjaminiY, HochbergY (1995) Controlling the false discovery rate: a practical and powerful approach to multiple testing. Journal of the Royal Statistical Society Series B 57: 289–300.

[20] AbbottNJ, RonnbackL, HanssonE (2006) Astrocyte-endothelial interactions at the blood-brain barrier. Nat Rev Neurosci 7: 41–53.1637194910.1038/nrn1824

[21] SteegPS, BevilacquaG, KopperL, ThorgeirssonUP, TalmadgeJE, et al (1988) Evidence for a novel gene associated with low tumor metastatic potential. J Natl Cancer Inst 80: 200–204.334691210.1093/jnci/80.3.200

[22] ParsonsJT, HorwitzAR, SchwartzMA (2010) Cell adhesion: integrating cytoskeletal dynamics and cellular tension. Nat Rev Mol Cell Biol 11: 633–643.2072993010.1038/nrm2957PMC2992881

[23] KaufmanRJ (1999) Stress signaling from the lumen of the endoplasmic reticulum: coordination of gene transcriptional and translational controls. Genes Dev 13: 1211–1233.1034681010.1101/gad.13.10.1211

[24] BenosmanS, RavananP, CorreaRG, HouYC, YuM, et al (2013) Interleukin-1 receptor-associated kinase-2 (IRAK2) is a critical mediator of endoplasmic reticulum (ER) stress signaling. PLoS One 8: e64256.2372404010.1371/journal.pone.0064256PMC3665826

[25] McCulloughKD, MartindaleJL, KlotzLO, AwTY, HolbrookNJ (2001) Gadd153 sensitizes cells to endoplasmic reticulum stress by down-regulating Bcl2 and perturbing the cellular redox state. Mol Cell Biol 21: 1249–1259.1115831110.1128/MCB.21.4.1249-1259.2001PMC99578

[26] CoryS, AdamsJM (2002) The Bcl2 family: regulators of the cellular life-or-death switch. Nat Rev Cancer 2: 647–656.1220915410.1038/nrc883

[27] ZhangP, HuX, XuX, ChenY, BacheRJ (2011) Dimethylarginine dimethylaminohydrolase 1 modulates endothelial cell growth through nitric oxide and Akt. Arterioscler Thromb Vasc Biol 31: 890–897.2121240410.1161/ATVBAHA.110.215640PMC3064458

[28] EilkenHM, AdamsRH (2010) Dynamics of endothelial cell behavior in sprouting angiogenesis. Curr Opin Cell Biol 22: 617–625.2081742810.1016/j.ceb.2010.08.010

[29] OvergaardK, NielsenOB, FlatmanJA, ClausenT (1999) Relations between excitability and contractility in rat soleus muscle: role of the Na+-K+ pump and Na+/K+ gradients. J Physiol 518 (Pt 1): 215–225.10.1111/j.1469-7793.1999.0215r.xPMC226941710373703

[30] BrochnerCB, JohansenJS, LarsenLA, BakM, MikkelsenHB, et al (2012) YKL-40 is differentially expressed in human embryonic stem cells and in cell progeny of the three germ layers. J Histochem Cytochem 60: 188–204.2214013310.1369/0022155411433331PMC3351129

[31] KruseAC, HuJ, PanAC, ArlowDH, RosenbaumDM, et al (2012) Structure and dynamics of the M3 muscarinic acetylcholine receptor. Nature 482: 552–556.2235884410.1038/nature10867PMC3529910

[32] MolinariF, RioM, MeskenaiteV, Encha-RazaviF, AugeJ, et al (2002) Truncating neurotrypsin mutation in autosomal recessive nonsyndromic mental retardation. Science 298: 1779–1781.1245958810.1126/science.1076521

[33] HagglundMG, SreedharanS, NilssonVC, ShaikJH, AlmkvistIM, et al (2011) Identification of SLC38A7 (SNAT7) protein as a glutamine transporter expressed in neurons. J Biol Chem 286: 20500–20511.2151194910.1074/jbc.M110.162404PMC3121473

[34] Gros-LouisF, DupreN, DionP, FoxMA, LaurentS, et al (2007) Mutations in SYNE1 lead to a newly discovered form of autosomal recessive cerebellar ataxia. Nat Genet 39: 80–85.1715998010.1038/ng1927

[35] SaadatL, DupreeJL, KilkusJ, HanX, TrakaM, et al (2010) Absence of oligodendroglial glucosylceramide synthesis does not result in CNS myelin abnormalities or alter the dysmyelinating phenotype of CGT-deficient mice. Glia 58: 391–398.1970545910.1002/glia.20930PMC2807477

[36] LombardZ, ParkC, MakovaKD, RamsayM (2011) A computational approach to candidate gene prioritization for X-linked mental retardation using annotation-based binary filtering and motif-based linear discriminatory analysis. Biol Direct 6: 30.2166895010.1186/1745-6150-6-30PMC3142252

[37] MetzM, GassmannM, FaklerB, Schaeren-WiemersN, BettlerB (2011) Distribution of the auxiliary GABAB receptor subunits KCTD8, 12, 12b, and 16 in the mouse brain. J Comp Neurol 519: 1435–1454.2145223410.1002/cne.22610

[38] FunayamaM, HasegawaK, KowaH, SaitoM, TsujiS, et al (2002) A new locus for Parkinson's disease (PARK8) maps to chromosome 12p11.2-q13.1. Ann Neurol 51: 296–301.1189182410.1002/ana.10113

[39] CasesO, SeifI, GrimsbyJ, GasparP, ChenK, et al (1995) Aggressive behavior and altered amounts of brain serotonin and norepinephrine in mice lacking MAOA. Science 268: 1763–1766.779260210.1126/science.7792602PMC2844866

[40] StraubC, ZhangW, HoweJR (2011) Neto2 modulation of kainate receptors with different subunit compositions. J Neurosci 31: 8078–8082.2163292910.1523/JNEUROSCI.0024-11.2011PMC3118549

[41] RojasP, JoodmardiE, HongY, PerlmannT, OgrenSO (2007) Adult mice with reduced Nurr1 expression: an animal model for schizophrenia. Mol Psychiatry 12: 756–766.1745731410.1038/sj.mp.4001993

[42] KimSY, YasudaS, TanakaH, YamagataK, KimH (2011) Non-clustered protocadherin. Cell Adh Migr 5: 97–105.2117357410.4161/cam.5.2.14374PMC3084973

[43] HoriuchiY, IidaS, KogaM, IshiguroH, IijimaY, et al (2012) Association of SNPs linked to increased expression of SLC1A1 with schizophrenia. Am J Med Genet B Neuropsychiatr Genet 159B: 30–37.2209564110.1002/ajmg.b.31249

[44] HanHX, GengJG (2011) Over-expression of Slit2 induces vessel formation and changes blood vessel permeability in mouse brain. Acta Pharmacol Sin 32: 1327–1336.2198657510.1038/aps.2011.106PMC3891311

[45] PalmieriD, FitzgeraldD, ShreeveSM, HuaE, BronderJL, et al (2009) Analyses of resected human brain metastases of breast cancer reveal the association between up-regulation of hexokinase 2 and poor prognosis. Mol Cancer Res 7: 1438–1445.1972387510.1158/1541-7786.MCR-09-0234PMC2746883

[46] MoreiraLO, El KasmiKC, SmithAM, FinkelsteinD, FillonS, et al (2008) The TLR2-MyD88-NOD2-RIPK2 signalling axis regulates a balanced pro-inflammatory and IL-10-mediated anti-inflammatory cytokine response to Gram-positive cell walls. Cell Microbiol 10: 2067–2077.1854945310.1111/j.1462-5822.2008.01189.xPMC4966886

[47] MilesRR, SlukaJP, HalladayDL, SanterreRF, HaleLV, et al (2000) ADAMTS-1: A cellular disintegrin and metalloprotease with thrombospondin motifs is a target for parathyroid hormone in bone. Endocrinology 141: 4533–4542.1110826510.1210/endo.141.12.7817

[48] LuX, KangY (2009) Metalloproteinases and osteoblast EGFR signaling in osteolytic bone metastasis of breast cancer. Cell Cycle 8: 3804–3805.1993466110.4161/cc.8.23.10104

[49] SabrautzkiS, Rubio-AliagaI, HansW, FuchsH, RathkolbB, et al (2012) New mouse models for metabolic bone diseases generated by genome-wide ENU mutagenesis. Mamm Genome 23: 416–430.2252748510.1007/s00335-012-9397-zPMC3401305

[50] KhooML, TaoH, MeedeniyaAC, Mackay-SimA, MaDD (2011) Transplantation of neuronal-primed human bone marrow mesenchymal stem cells in hemiparkinsonian rodents. PLoS One 6: e19025.2162543310.1371/journal.pone.0019025PMC3100305

[51] VelascoJ, ZarrabeitiaMT, PrietoJR, Perez-CastrillonJL, Perez-AguilarMD, et al (2011) Wnt pathway genes in osteoporosis and osteoarthritis: differential expression and genetic association study. Osteoporos Int 21: 109–118.10.1007/s00198-009-0931-019373426

[52] JohnstonJ, Ramos-ValdesY, StantonLA, LadhaniS, BeierF, et al (2010) Human stanniocalcin-1 or -2 expressed in mice reduces bone size and severely inhibits cranial intramembranous bone growth. Transgenic Res 19: 1017–1039.2017486910.1007/s11248-010-9376-7

[53] PalmieriD, LockmanPR, ThomasFC, HuaE, HerringJ, et al (2009) Vorinostat inhibits brain metastatic colonization in a model of triple-negative breast cancer and induces DNA double-strand breaks. Clin Cancer Res 15: 6148–6157.1978931910.1158/1078-0432.CCR-09-1039PMC7356672

[54] ScheelC, OnderT, KarnoubA, WeinbergRA (2007) Adaptation versus selection: the origins of metastatic behavior. Cancer Res 67: 11476–11479 discussion 11479–11480.1808977310.1158/0008-5472.CAN-07-1653

[55] AstolfiA, LanduzziL, NicolettiG, De GiovanniC, CrociS, et al (2005) Gene expression analysis of immune-mediated arrest of tumorigenesis in a transgenic mouse model of HER-2/neu-positive basal-like mammary carcinoma. Am J Pathol 166: 1205–1216.1579329910.1016/S0002-9440(10)62339-5PMC1602398

[56] IrizarryRA, HobbsB, CollinF, Beazer-BarclayYD, AntonellisKJ, et al (2003) Exploration, normalization, and summaries of high density oligonucleotide array probe level data. Biostatistics 4: 249–264.1292552010.1093/biostatistics/4.2.249

[57] R Core Team (2012) R: A language and environment for statistical computing. R Foundation for Statistical Computing, Vienna, Austria, http://wwwR-projectorg

# Supplementary material for: Effects of Different Tissue Microenvironments on Gene Expression in Breast Cancer Cells
**Source:** PLoS One. 2014 Jul 8;9(7):e101160. doi: 10.1371/journal.pone.0101160
**Supplement:** Table S2 — Genes associated with GO Biological Process terms discussed in the text.

| **Table S2. Genes associated with GO Biological Process terms discussed in the text.** | | | | |
| --- | --- | --- | --- | --- |
| **KMG** | **GO number(*)** | **GO Biological Process Term** | **q-value**** | **Genes** |
| Brain | | | | |
| BN_25_ 2 | GO:0032321(1) | *positive regulation of Rho GTPase activity* | 0.001 | Cdc42ep2, Jun, Grhl3 |
|  | GO:0030036(1) | *actin cytoskeletal organization* | 0.003 | Coro6, Pdgfb, Cdc42ep2, Phactr4, Fscn1 |
|  | GO:0032956(1) | *regulation of actin cytoskeleton organization* | 0.016 | Grhl3, Palld |
|  | GO:0051017(1) | *actin filament bundle assembly* | 0.019 | Actn1, Fscn1 |
| BN_25_ 4 | GO:0007049(1) | *cell cycle* | 7x10^-11^ | Terf1, Sgol2, Aspm, Nuf2, Fbxo5, E2f7, Aurkb, Cdc6, E2f6, Vrk1, Ncapg2, C79407, Cinp, Cks2, Dlgap5, F630043A04Rik, Esco2, Cdca2, Racgap1, Cdc45, Mapre2, Cdca5, Kif20b, Kif11, Cep55, Incenp, Anxa1, Fam83d, Spc25, Bub1, Smc4, Psrc1, Sass6, Ect2, Ccna2, Ccne2, Casp8ap2, Smc2, Nasp, Kif2c, Nudc, Kntc1, Stard13, Mad2l1, Cdca3, Ncapd2, Fanci, E2f8, Spc24, Ccnb2, Cetn2 |
|  | GO:0051301(1) | *cell division* | 4x10^-7^ | Terf1, Sgol2, Aspm, Nuf2, Fbxo5, Aurkb, Cdc6, Vrk1, Ncapg2, C79407, Cinp, Cks2, F630043A04Rik, Cdca2, Racgap1, Cdc45, Mapre2, Cdca5, Kif20b, Kif11, Cep55, Incenp, Fam83d, Spc25, Bub1, Smc4, Psrc1, Ect2, Ccna2, Ccne2, Smc2, Kif2c, Nudc, Kntc1, Mad2l1, Cdca3, Ncapd2, Spc24, Ccnb2, Cetn2 |
|  | GO:0007067(1) | *mitosis* | 2x10^-6^ | Terf1, Aspm, Nuf2, Fbxo5, Aurkb, Cdc6, Vrk1, Ncapg2, C79407, F630043A04Rik, Cdca2, Mapre2, Cdca5, Kif20b, Kif11, Cep55, Incenp, Fam83d, Spc25, Bub1, Smc4, Psrc1, Ccna2, Smc2, Kif2c, Nudc, Kntc1, Mad2l1, Cdca3, Ncapd2, Spc24, Ccnb2, Cetn2 |
|  | GO:0006260(1) | *DNA replication* | 8x10^-6^ | Dna2, Prim1, Cdc6, Pold2, Tk1, Rrm2, Pole2, Cinp, Cdc45, Pola2, Fen1, Mcm10, Orc1, Orc3, Nasp, Rfc5, Rpa3 |
|  | GO:0007076(1) | *mitotic chromosome condensation* | 4x10^-7^ | Cdca5, Smc4, Smc2, Ncapg, Ncapd2 |
|  | GO:0006281(1) | *DNA repair* | 2x10^-4^ | Exo1, Brip1, Tdp1, Gen1, Cinp, Parp2, Esco2, Fen1, Smc4, Rad54b, Smc2, Usp1, Rad54l, Gtf2h3, Rpa3, Mbd4, Fanci, Neil3, Fancb, Cetn2 |
|  | GO:0030261(1) | chromosome condensation | 4.14x10^-4^ | Top2a, Ncapg2, Smc4, Smc2, Ncapd2 |
|  | GO:0007059(1) | chromosome segregation | 9.66x10^-4^ | Sgol2, Top2a, F630043A04Rik, Incenp, Spc25, Bub1, Ebna1bp2, Cdk5rap2, Kif2c |
|  | GO:0006334(1) | nucleosome assembly | 0.001 | Hist1h2bb, Hist1h1b, Hist1h2bh, Hist2h2ab, Hist2h2ac, Cenpa, Asf1b |
|  | GO:0006487(1) | protein N-linked glycosylation | 0.002 | Entpd5, Alg6, Pomgnt1, Ddost |
|  | GO:0006284(1) | base-excision repair | 0.006 | Dna2, Parp2, Mbd4, Neil3 |
|  | GO:0007099(1) | centriole replication | 0.009 | Plk4, Sass6, Cetn2 |
| BN_25_ 15 | GO:0001569(2) | *patterning of blood vessels* | 0.004 | Plxnd1, Vangl2, Vegfa |
|  | GO:0001944(2) | *vascular development* | 0.004 | Fzd5, Fzd2, Vegfa |
|  | GO:0034976(3) | *response to endoplasmic reticulum stress* | 0.001 | Fam129a, Ddit3, Scamp5 |
|  | GO:0030968(3) | *endoplasmic reticulum unfolded protein response* | 0.006 | Ddit3, Ppp1r15a, Herpud1 |
| BN_25_ 18 | GO:0055072 | *iron ion homeostasis* | 0.0009 | Steap2, Steap1, Hmox1 |
|  | GO:0015809 | *arginine transport* | 0.042 | Slc7a2 |
| BN_25_ 19 | GO:0015837 | *amine transport* | 0.018 | Slc6a14 |
|  | GO:0008228(3) | *opsonization* | 0.0003 | Sftpd, Lbp |
|  | GO:0006935(3) | *chemotaxis* | 0.0004 | S100a8, Kit, Cxcl5 |
|  | GO:0043032(3) | *positive regulation of macrophage activation* | 0.0007 | Il33, Lbp |
|  | GO:00507866(3) | *positive regulation of phagocytosis* | 0.002 | Sftpd, Sirpa |
| BN_25_ 20 | GO:0001525(2) | *angiogenesis* | 0.003 | Plau, Col8a1, Nrp1 |
| BN_25_ 25 | GO:0015833(3) | *peptide transport* | 0.008 | Tap1, Tap2 |
|  | GO:0006508(3) | *proteolysis* | 0.01 | Lgmn, Adamts1, Adamts5, Psmb9, Eml3, Ctsw, Ermp1, Ctso, Ece1 |
|  | GO:0045087(3) | *innate immune response* | 0.02 | Jak2, Ifih1, Zbp1, Sp110 |
| Bone | | | | |
| BM_25_ 4 | GO:0045670(4) | *regulation of osteoclast differentiation* | 0.0006 | 5730469M10Rik, Adam8 |
| BM_25_ 19 | GO:0030500(4) | *regulation of bone mineralization* | 0.0004 | Ank, Ecm1, Mgp |
|  | GO:0001525(4) | *angiogenesis* | 0.0006 | Elk3, Plau, Hbegf, Ccbe1, Ecm1, Epha2 |
| Lung | | | | |
| LN_25_ 19 | GO:0060484(5) | *lung-associated mesenchyme development* | 0.001 | Ptk7, Hoxa5, Fgfr1 |
|  |  |  |  |  |

*Category coding: (1) Cell cycle, adhesion, and motility (maroon), (2) Angiogenesis (red) , (3) Endoplasmic Reticulum Stress and Innate Immunity (blue), (4) Bone marrow (gray), (5)Various (black).

**The q-values correspond to p-values corrected for multiple testing, as described in the text.

How the deposited data were processed for this re-analysis (not part of the article)

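RNA of N202 mammary tumour cells was measured on 21 Affymetrix Mouse Gene 1.0 ST arrays, 1 per culture. The 16 groups were the parental cells (P0, 2 arrays), the cells adapted on brain tissue at passages P1 to P4 (2 arrays each), those adapted on bone marrow and on lung at P1 to P4 (1 array each), those placed on breast tissue at P1 (1 array) and the P1 and P2 cells of a second adaptation experiment on brain tissue (1 array each). The groups were taken from the labels of the arrays. The second array of each pair, labelled a technical replicate, came from its own culture of the same adapted cells, so the spread in the tests is that between cultures of one adapted line.

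The values are log2 values per probe set, which the authors made before deposit with RMA in the Affymetrix Expression Console, that is background correction, quantile normalization between arrays and a median polish, as the methods of the paper state; the log2 scale was read from the range of the values. They were used without further scaling. The table has 34760 probe sets, of which 21640 carry 1 gene symbol, 1321 several and 11799 none. Of the gene identifiers, 21553 were found in a RefSeq gene table on the mouse assembly GRCm38.p6, used for names and for the chromosome of each gene, and 0 symbols were changed by it. For the 954 of 19937 genes with several probe sets the one with the highest mean over all arrays was used. The paper removed dim probe sets by comparison with negative control probes, which are not part of the values used here, so the same number, 10522 probe sets, was kept by the largest group mean; the lowest was 7.33.

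The tests used R 4.3.3 and limma 3.58.1. One linear model with a mean for each group was fitted to the kept probe sets of all arrays, with empirical Bayes variances, 5 residual degrees of freedom and a prior of 3.9. A gene was called at an adjusted p (Benjamini-Hochberg over the 10522 kept probe sets) under 0.05, and counts are over the 7300 genes with a symbol of their own. In a comparison with a lone array, that array is assumed to vary like the groups with 2 arrays. Lists of genes were tested with camera at a preset correlation of 0.01 and with an estimated one, with p adjusted over the lists of a comparison, and members were also adjusted over the list alone. The median of a list on a lone array was placed among 10000 random lists matched for mean level. Counts by fold alone used 2-fold, or 1.5-fold for the neurobiological lists, as in the paper. Groups by k-means used 25 centres and 50 starts. Positions on the brain course used a spline through P0 to P4 and 1000 samples of 100 probe sets. Correlations between groups that share P0 were set beside 100 simulations of unchanged groups. Shifts of chromosomes were tested with limma on 1 median per array and chromosome, relative to the other genes. Lists of cell types other than the tumour cells, written with the other lists, were read on all probe sets. Percentiles and the figure were made with Python 3.11.15, numpy 2.4.6 and matplotlib 3.10.9.

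Genes were named by a fixed rule: every gene that the paper names in its text for a claim; the 8 highest and 8 lowest called changes at brain P1 and P2, and the 5 highest and 5 lowest at P3 and P4, with all differences between single arrays of the same sign; the 6 highest and 6 lowest calls at P1 on bone marrow, lung and breast and in the second experiment, and the 3 highest and 3 lowest at the later passages of bone marrow and lung; the 5 highest and 5 lowest between passages or between tissues; the 4 members of each list with the lowest p; Erbb2; and the 2 most abundant genes of each list for another cell type. Values in the tables of the paper had been seen when the rule was written, and fewer genes than the rule allows are printed. Lists from the tables of the paper were chosen by the study on these arrays.

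The alternatives were no filter, a stricter filter of 7000 probe sets, equal array medians, cyclic loess, a variance trend with robust estimation, a 2-fold limit beside the adjusted p, the mean over the probe sets of a gene, leaving out each array of a pair, pairing of first and second arrays as a block, both adaptation experiments in one model with a random block, the breast array as reference, other lists and fold limits for the neurobiological counts, probe sets in place of genes, an estimated correlation, linear interpolation, squared differences, all kept probe sets, 16 or 36 centres and another seed. With chromosome medians subtracted, and without the 5 arrays with the highest floor, were added after the data had been seen. The fit was tested on simulated data: of 50 genes changed 1.5-fold, 2 were recovered at brain P1, 1 for P3 against P2 and 0 at bone marrow P1, where n = 2, 2 and 1 arrays, and of 50 genes changed 8-fold all 50 were recovered in each. The comparison of P3 with P2 recovered 20 of 50 genes changed 2-fold, with 4 false calls. Enrichment of annotation terms, the comparison with human metastases and the counts of drug targets were not analysed here, since the term memberships and the outside data are not among the values used here. A list of the Y chromosome genes and Xist was computed with the other lists; its values are not given and it was no part of the tests of other cell types.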

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

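The tests within each set of arrays, of the Table 3 list against lung and bone marrow P1, of host cells, of swapped arrays and of whole chromosomes were chosen only after the result was seen, and the test by classes of expression after the chromosome shift, though not its size in the classes, had been seen.

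Genes that the paper counts as neurobiological were higher at brain P1 than in P0, with a median of 0.73 over the 54 kept up genes of Table 3, a list the study chose on these arrays. The tables argue against chance values of the 2 parental arrays as the whole cause, which would leave the list near 0 where P0 is not used: its median was 0.628 against breast P1 (spread 0.13, 46 of 54 genes higher on brain), although the spread just reaches the bound of 0.5 set beforehand, 0.801 against lung P1 (spread 0.11, 47 of 54) and 0.764 against bone marrow P1 (spread 0.11, 48 of 54). Chance values of the brain P1 arrays, on which the list was also chosen, are not covered by this. Cells of brain tissue left in the cultures, which were sorted for green fluorescent protein, stay open: the highest median change over all probe sets among the lists of neuron, astrocyte and oligodendrocyte markers was 0.033 (spread 0.06), below the bound of 0.2 set beforehand, but that bound was wrong, as 2 of 32, 6 of 20 and 7 of 18 of these markers pass the filter and most lie near the floor, the most abundant, Map2, Clu and Trf, have a high level in P0 that would hide a small share (8.87, 10.4 and 11.3, against 8.02, 10.3 and 9.99 at P1), and it left out microglia, of whose markers Cd68 rose. A response to the chamber, the selection and the sorting that does not need brain tissue could account for a part of the pattern, as the median of the list at breast P1 was a share of 0.143 (spread 0.14) of that at brain P1, from a single breast array. A response to brain tissue itself remains a further possible explanation. The brain values above come from one adapted line. In the second experiment, with 1 array per passage, 20 of 27 kept up genes of Table 2 were higher than P0 at P1 and 19 at P2. Of 19 kept down genes 7 and 12 were higher. Those lists were chosen by their change from the same P0 arrays, so these counts do not decide it.

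Brain P1 and P2 differed from P0 at 405 and 969 genes and P3 and P4 at 48 and 74, and tested directly 1727 genes differed between P3 and P2 and 1304 between P4 and P2 (P3 against P2: 901 and 810 without brain P2 replicates 1 and 2, 1183 and 1017 without brain P3 replicates 1 and 2; P4 against P2: 603 and 559 without brain P2 replicates 1 and 2, 863 and 624 without brain P4 replicates 1 and 2). The totals against P0 without single arrays were 160 and 177 (parental P0 replicates 1 and 2) and 128 and 95 (brain P1 replicates 1 and 2) at P1, 282 and 515 (the same P0 arrays) and 359 and 354 (brain P2 replicates 1 and 2) at P2, 16 without parental P0 replicate 2 and 14 without brain P3 replicate 2 at P3, and 35, 29 and 25 without parental P0 replicates 1 and 2 and brain P4 replicate 2 at P4. Without the filter the totals were 80, 154, 5 and 4 at P1 to P4, 468 for P3 against P2 and 279 for P4 against P2, without the 5 arrays with the highest floor (chosen after the data had been seen) 17, 12, 1, 1, 11 and 13, and with both adaptation experiments in one model 5 and 3 at P1 and P2. The tables argue against a batch that parts the first arrays from the second ones as the whole cause, since the change from P2 to P3 within the first arrays and within the second had r = 0.739 across probe sets. A shift shared by the second arrays stays open for a part of the pattern, as the mean correlation of the differences within pairs over 6 pairs of brain passages was 0.178 (spread 0.098), where a weak shared shift would also lie. Passages processed on different days cannot be told apart from the passages themselves, because the labels give no dates of processing. A mix-up of samples at P3 is not excluded either and was not tested: the array nearest to each brain P3 array was bone marrow P3, at a root mean square distance of 0.227 from brain P3 replicate 1, below the 0.292 to 0.41 between the arrays of any pair, and of 0.4 from brain P3 replicate 2, against 0.406 between the 2 brain P3 arrays. Such closeness is not particular to P3, as parental P0 replicates 1 and 2 were nearest to lung P2 (0.323) and lung P3 (0.345) and lay 0.394 from each other, and brain P4 replicate 1 was nearest to lung P2 (0.368, against 0.41 within its pair). The paper reports slow growth and simple cell shapes at brain P1 and P2. It reports growth that later returned and more complex shapes at P3 and P4, an order that the arrays follow as labelled. The median of the paper's cell cycle list was -1.08 and -1.36 in the 2 arrays of P2 and -0.0466 and -0.312 in those of P3. The study chose that list on these arrays, so its course is not independent evidence. The list of mitosis and cell division genes, chosen before the data were examined, had a median of -1.17 at P2 and -0.088 at P3. Genes of cell division such as Bub1, Ccna2 and Cdca5 are also in the paper's list, so this course is not wholly independent of it. It goes with the labels without settling them, since arrays of another group past slow growth would look alike here. A return of the cells toward P0 remains a candidate explanation of the biological kind, if the P3 and P4 cells descend from those of P2.

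Genes of whole chromosomes lay lower at brain P1 and P2, a signal in data that the paper does not discuss: chromosome 4 by -0.608 (adjusted p = 8.1e-09, 92.4% of its genes lower) at P1 and -0.586 at P2, with chromosomes 3, 12, 14 and 19 at -0.322, -0.241, -0.362 and -0.311 at P1, and at P3 chromosome 4 was higher than at P2 by 0.695 (adjusted p = 7.3e-09) and stood at 0.109 against P0, while chromosome 19 stood at -0.0897 (adjusted p = 0.0061) at P4. Other chromosomes shifted too. At brain P1 chromosomes 13 and X were higher than in P0, at 0.129 (adjusted p = 0.0037) and 0.116 (adjusted p = 0.028). At brain P4 chromosomes 1 and 13 were lower by more than chromosome 19, at -0.115 (adjusted p = 0.00033) and -0.175 (adjusted p = 0.00047), and 2 chromosomes were higher. The shift of chromosome 19 is not particular to brain. It stood at -0.338 (adjusted p = 3.5e-06, 89.3% of its genes lower) at lung P1. It was at -0.141 and -0.232 at lung P2 and P3 and -0.2 and -0.0727 at bone marrow P1 and P2. A swap of these arrays with others, of this study or from outside, stays open: the lowest chromosome 4 median outside brain P1 and P2 was 0.0461, but the pattern was found as a low level in these arrays alone, and an exchange of whole groups would leave no other array low. The slow growth that the paper reports at brain P1 and P2, slowest at P2, goes with the labels, as cell cycle genes lay lowest at P2, but growth was not measured on these arrays and does not decide it. Cells of the host stay open: the highest median change among the lists of other cell types was 0.139 (spread 0.07), for microglia and macrophage markers, of which 2 of 28 pass the filter and the most abundant, Cd14 and Cd68, stood at 10.5 and 6.01 in P0 and 10.9 and 7.95 at P1, and the sort for green fluorescent protein would remove such cells. These medians are over probe sets that mostly lie near the floor; among the few that pass the filter, 3 osteoblast and bone markers had a median of 1.79 and 2 hematopoietic markers one of 1.68. Fewer copies of chromosomes 3, 4, 12, 14 and 19 in the cells that grew out at P1 and P2 may account for the shift. That is a hypothesis found on these data. In each of 3 classes of chromosome 4 genes by expression the median was at or below -0.492 (spread 0.039). This low level follows in large part from the shift of the whole chromosome, with 92.4% of its genes lower at P1. Of these 5 chromosomes only chromosome 4 was split in this way. Of the genes that fell, 144 of 264 at P1 and 333 of 611 at P2 (54.5% in each) lie on these chromosomes, which hold 22.5% of the genes tested, and what restores their level by P3 was not tested, as lost copies cannot return in the same cells while cells that kept them could outgrow the others. Brain P3 was close to bone marrow P3 in its chromosomes too, with chromosomes 12, 14 and 15 at 0.146, 0.259 and 0.225 against 0.112, 0.279 and 0.255, so the descent of the P3 cells from those of P2 stays open, though chromosome 14 was also higher at lung P1 (0.28) and breast P1 (0.242).

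Between tissues at P1, 222 genes differed between brain and bone marrow in a direct test (66 and 70 without brain P1 replicates 1 and 2). Against lung P1, 366 genes differed (111 and 118 without the same arrays). Against breast P1, 303 genes differed (97 and 91 without the same arrays), with Tmem47 and Kit higher by 5.55 (adjusted p = 0.00018) and 4.32 (adjusted p = 0.00018) and Tns4 and Has2, which makes hyaluronan, lower at -5.24 (adjusted p = 0.00018) and -5.16 (adjusted p = 0.0054). On breast tissue, which the paper does not analyse at P1, 19 genes differed from P0, 4 of them higher (30 and 4 in all without parental P0 replicates 1 and 2), the lone array being assumed to vary like the groups with 2 arrays. Kcnma1 was the gene with the largest of these increases, at 8.58 (adjusted p = 0.0035). In all these comparisons a single adapted line stands for each tissue, so differences between lines and between tissues cannot be told apart.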

How the results depend on the processing

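The settings with chromosome medians subtracted and without the 5 arrays with the highest floor were chosen only after the data had been seen. Over the leading results, 370 of 518 values under an alternative were within 1.5 times of the value reported or on the same side of the threshold, 143 moved, 3 were weaker and 2 reversed. Over gene lists, 194 of 231 stayed on the same side and 37 were weaker, and over named genes 8985 of 10229 stayed, 1098 were weaker, 145 stronger and 1 reversed. For the values that changed the cause was not tested, apart from the settings that test more probe sets or fewer arrays by construction. Without the 5 arrays with the highest floor, 17 of the 405 genes called at brain P1, 12 of 969 at P2 and 11 of 1727 for P3 against P2 remained called in the same direction. Without the filter, 64 at brain P1, 123 at P2, 385 for P3 against P2 and 234 of 1304 for P4 against P2 did; with the stricter filter 281, 688, 1197 and 887 did. With chromosome medians subtracted 298 genes changed at brain P1 (47% up), 693 at P2 (51.1% up) and 1484 for P3 against P2 (31.8% up). What signal over background limits was not simulated, as the simulations vary only the fold and the arrays compared; it is seen only through the filters.

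Without the filter the totals were 80, 154, 5 and 4 at brain P1 to P4 (405, 969, 48 and 74 with it), 468 for P3 and 279 for P4 against P2, 25, 29 and 43 for brain P1 against bone marrow, lung and breast, 1 at lung P1, and 0 at bone marrow P1 to P4, lung P2 to P4, breast P1 and P1 of the second experiment, where limma's unadjusted p was under 0.05 for 195, 355, 614, 403, 206, 243, 321, 518 and 1115 genes. More genes are tested without the filter, and such counts are no sign of change unless they exceed what the threshold gives by chance. The counts at least 2-fold without the filter were 225, 251 and 115 for maxima at P1, P3 and P4, 233 on bone marrow and 765 on lung, the positions on the brain course 0.324 and 0.202, and r was 0.371 for bone marrow and lung and 0.28 for brain and lung (0.671 and 0.135 with the filter). Without the 5 arrays with the highest floor, which are brain P1 to P4 replicate 2 and lung P1 and whose omission leaves only P0 with 2 arrays, the totals were 17, 12, 1 and 1 at brain P1 to P4, 11 and 13 for P3 and P4 against P2, 1 at each of bone marrow P1 to P4, lung P2 to P4 and breast P1, and 0 at P1 of the second experiment and for brain P1 against bone marrow and breast, where the unadjusted p was under 0.05 for 1103, 934 and 952 genes.

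With a 2-fold limit beside the adjusted p, 586 genes changed at brain P2, 932 for P3 against P2 and 751 for P4 against P2. Cyclic loess gave 49 at brain P4 and 173 and 1 at P1 and P2 of the second experiment, and equal array medians gave 1 at the latter and 66 maxima at P4. A variance trend with robust estimation gave 5, 7 and 7 at bone marrow P1, P2 and P4, 3 at lung P4, 11 at breast P1 and 1 at P2 of the second experiment. In the replicate block, lung P1 had 17 and P2 of the second experiment 4. The stricter filter gave 5 at lung P2, 179 and 1 at P1 and P2 of the second experiment, 56 maxima at P1, 13 up-list genes higher at P1 of the second experiment (20 with the usual filter) and an odds ratio of 2.79 there, no longer past the threshold. The mean over probe sets gave 5 at lung P2 and 1 at P2 of the second experiment. With both adaptation experiments in one model, 5 and 3 genes changed at brain P1 and P2. With probe sets in place of genes there were 155 and 88 maxima at P1 and P3, 255 on bone marrow, 308 on lung and 131 on both. With 2-fold and an adjusted p together, 9 and 9 maxima were left at P3 and P4, 7 on bone marrow, 5 on lung and 3 on both.

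With breast P1 as reference, 4 and 1 of the Table 3 up and down genes were changed as listed on bone marrow (9 and 11 against P0) and 9 of the down genes on lung (19 against P0), the odds ratios in the second experiment were 2.69, no longer past the threshold, at P1 and 0.614 at P2, the latter on the other side of 1, and r was 0.77 for bone marrow and lung, 0.408 for brain and bone marrow and 0.367 for brain and lung. With the Table 3 lists, 41 and 36 up-list genes were higher at P1 and P2 of the second experiment and 12 down-list genes at P1, and with a limit of at least 1.5-fold 13 and 8 up-list and 2 and 4 down-list genes. With an estimated correlation, 3 and 1 of the lists not taken from the paper's tables were shifted at brain P1 and P2, against 10 and 15. Of the lists that the study chose on these arrays, those of Table 2, of Table 3 for brain and of the Table S1 groups still passed. They had camera adjusted p = 0.015 to 0.022 at P1 and 0.027 to 0.029 at P2. The Table S2 lists of cell cycle and DNA replication passed at P2 only (0.029 each). Another seed gave k-means groups of 354 and 619 probe sets.

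Leaving out one array of the groups that a result compares gave 95 to 177 genes at brain P1, 282 to 515 at P2, 14 to 71 at P3 and 25 to 50 at P4, 810 to 1183 for P3 and 559 to 863 for P4 against P2, 2 to 7 at bone marrow P1, 8 to 22 at P3 and 10 to 20 at P4, 6 to 23, 0 to 3, 2 to 15 and 5 to 10 at lung P1 to P4, 4 to 30 at breast P1, 30 to 37 and 4 to 7 at P1 and P2 of the second experiment, 66 to 70, 111 to 118 and 91 to 97 for brain P1 against bone marrow, lung and breast, 39 to 82 and 38 to 76 maxima at P3 and P4, 166 to 255 genes 2-fold up on lung and 86 to 138 on both, odds ratios of 3.15 to 4.94 at P1 and 0.992 (without parental P0 replicate 1) to 1.44 at P2, and positions of 0.701 to 2.42 for P1 of the second experiment. The named gene that reversed was Steap4 at brain P1, at 1.26 without parental P0 replicate 2 and -1.98 without parental P0 replicate 1, against -0.36 with all arrays.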

Differences from the paper's values

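At a fold of at least 1.5, the threshold the paper states, 35 of the Table 3 up genes were higher at brain P1 among the kept genes, against the paper's 71, a count over all genes of its list, of which 54 are kept here, so that 71 cannot be reached among them. Counts more than 1.5 times apart are taken to differ. Of the alternatives set before the data were examined, counting any change gave 49, which is within 1.5 times of 71 but does not use the paper's fold, while no filter (46), the stricter filter (26), equal array medians (36), the mean over probe sets (35), leaving out parental P0 replicate 1 (32) or 2 (34) or brain P1 replicate 1 (34) or 2 (36) and breast P1 as reference (29) still differ. On bone marrow 9 up genes were higher, against the paper's 14; no filter (10) and any change (10, not at the paper's fold) are within 1.5 times of it, while the stricter filter (9), equal array medians (9), the mean over probe sets (9), leaving out parental P0 replicate 1 (6) or 2 (8) and breast P1 as reference (4) still differ. On lung 11 were higher, against the paper's 20; any change (15, not at the paper's fold) is within 1.5 times of it, while no filter (11), the stricter filter (8), equal array medians (12), the mean over probe sets (10), leaving out parental P0 replicate 1 (9) or 2 (12) and breast P1 as reference (9) still differ. On all genes of the lists that the array holds under a symbol of their own, 46 of 67 up and 33 of 36 down genes were changed as listed on brain, 10 of 12 and 13 of 15 on bone marrow and 11 of 19 and 23 of 26 on lung. Cldn12 was 1.19-fold of P0 at brain P1, against the paper's 2-fold, and no alternative was run for this value; the paper names no passage for it, and at P2 Cldn12 was 1.41-fold, within 1.5 times of 2. Of the other claudins named with it, Cldn1 had a log2 fold change of 2.15 and Cldn3 of 0.60.

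The paper names Plat and Pnp among genes raised early that persist or that are raised later, a wording that can also cover genes raised only later. Here Plat stood at -0.49 and -1.65 at P1 and P2 and Pnp at -0.22 and -0.80, so neither was raised early. At P3 they stood at 0.69 and 1.12, and Alpl, named with them, stood at 1.87 at P2. It describes Loxl4 as raised on bone marrow and not on brain or lung; here Loxl4 stood at -0.58 on bone marrow, -1.13 on brain and -1.06 on lung at P1. It describes Eya1 and Hey1 as strongly lowered on all 3 tissues, while its Table 3 lists Eya1 as raised on lung at P1. Here Eya1, which lay below the filter, stood at 0.53 at lung P1, the direction of Table 3, and Hey1 at -0.28 at lung P3. The other values of Eya1 and Hey1 on the 3 tissues were below 0, the direction that the paper describes. Among genes that the paper names as induced by its larger fold limit at brain P1, Atp1b1 (1.83), Chrm3 (1.76), Slc38a1 (1.41) and Zc4h2 (1.21) stayed below that limit here, and the others, such as Prss12 (3.02), Chil1 (2.91) and Slit2 (2.35), reached it.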

Other observations

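In this part the tests of chromosomes and the correlations with 1 parental array for each experiment were chosen only after the result was seen. Sparc, a matrix protein of bone and of many stromal cells, rose at brain P1 by 3.15 (adjusted p = 0.00031) and at P2 by 1.36 (adjusted p = 0.011), Tnfrsf11b, the decoy receptor osteoprotegerin, by 1.79 (adjusted p = 0.0064) and 2.27 (adjusted p = 0.0019), and Ptgs2, the cyclooxygenase of inflammation, at P1 by 2.88 (adjusted p = 0.046). Among genes of low oxygen and glycolysis, Bnip3, a mitochondrial protein, fell at P1 to -2.12 (adjusted p = 0.035) and Aldoc, an aldolase, to -2.84 (adjusted p = 0.017), and of 24 such genes 4 fell and 0 rose (9 and 1 adjusted over the list alone), 16 lying below P0 and 8 above, with a median of -0.34 and camera adjusted p = 0.025, or adjusted p = 0.7 with an estimated correlation. Of 22 inflammatory cytokines and targets of NF-kB 2 rose and 0 fell at P1 (3 and 0 adjusted over the list alone), with a median of 0.70 and adjusted p = 0.0062, or adjusted p = 0.7 with an estimated correlation. The glutathione genes Gclm and Gstm1 moved apart, Gclm to 1.23 (adjusted p = 0.016) and Gstm1 to -2.25 (adjusted p = 0.0031) at P1, and Gstm1 was still lower at P4, at -2.41 (adjusted p = 0.0062). Of 19 genes of cholesterol synthesis 3 fell and 0 rose at P2 (7 and 0 adjusted over the list alone), 18 lying below P0, with a median of -0.53 and adjusted p = 0.00079, or adjusted p = 0.52 with an estimated correlation; Stard4 stood at -1.31 (adjusted p = 0.0081), and Ehf, a transcription factor of epithelia, rose by 2.24 (adjusted p = 0.011). Without parental P0 replicate 2 the call of the oxygen list ended (adjusted p = 0.13), and without parental P0 replicate 1 that of the cytokine list (adjusted p = 0.1). Omitting parental P0 replicates 1 and 2 and brain P1 replicates 1 and 2, each in turn, ended at least 1 of the calls of Tnfrsf11b, Ptgs2, Bnip3, Aldoc and Gclm at P1, with the highest adjusted p = 0.22 for Bnip3 without brain P1 replicate 2 (log2 fold change -1.81). Dropped in turn, parental P0 replicate 2 and brain P2 replicates 1 and 2 each ended at least 1 of the calls of Sparc, Stard4 and Ehf at P2, with the highest adjusted p = 0.072 for Sparc without brain P2 replicate 1 (log2 fold change 1.23).

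At P1 of the second experiment, Bgn, the matrix proteoglycan biglycan, rose by 3.01 (adjusted p = 0.0057) and Acot2, a mitochondrial thioesterase, by 3.60 (adjusted p = 0.0057), and Pglyrp3, which binds bacterial cell walls, fell to -3.18 (adjusted p = 0.0081) and Scd2, a fatty acid desaturase, to -2.67 (adjusted p = 0.034). Of 33 genes of the list of amino acid starvation and integrated stress response 16 rose and 0 fell (31 and 0 adjusted over the list alone), with a median of 1.60 and camera adjusted p = 1.3e-30, or adjusted p = 0.39 with an estimated correlation. Of 19 genes of cholesterol synthesis 3 fell and 0 rose (15 and 0 adjusted over the list alone), with a median of -1.07 and adjusted p = 7.9e-12, and of 36 genes of DNA replication 1 fell and 0 rose (13 and 0 adjusted over the list alone), with a median of -0.67 and adjusted p = 6.1e-12; with an estimated correlation both had adjusted p = 0.39. Erbb2 fell in the first brain series, to -1.19 (adjusted p = 0.015), -0.76 (adjusted p = 0.048) and -1.24 (adjusted p = 0.039) at P1 to P3, and stood at -0.82 (adjusted p = 0.13) at P4. The call of Scd2 at P1 of the second experiment was lost when parental P0 replicates 1 and 2 were left out, each in turn, with the highest adjusted p = 0.13 without parental P0 replicate 2 (log2 fold change -2.30). Of the calls above, that of Erbb2 at P1 ended without parental P0 replicates 1 and 2 and brain P1 replicates 1 and 2, left out in turn, with the highest adjusted p = 0.11 without brain P1 replicate 2 (log2 fold change -1.14). In fits that left out parental P0 replicates 1 and 2 and brain P2 replicates 1 and 2 in turn, Erbb2 at P2 no longer passed the test, with the highest adjusted p = 0.2 without brain P2 replicate 1 (log2 fold change -0.68).

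The level of Kcnma1 differed widely between arrays. It was 5.27 and 4.84 in P0, 4.21 and 5.53 in the second experiment and 7.01 and 5.12 at brain P2, against 10.31 and 11.55 at brain P1, 13.25 and 13.19 at brain P3 and 13.64 on breast tissue. On breast tissue U90926 was also higher, at 4.63 (adjusted p = 0.0042), and Ms4a6d, Sema7a, a semaphorin on the membrane, and Ecrg4 were lower, at -4.47 (adjusted p = 0.013), -3.80 (adjusted p = 0.013) and -3.56 (adjusted p = 0.013). Genes of low oxygen and glycolysis had medians of -0.24 at bone marrow P1, -0.46 at lung P1 and -0.34 at breast P1 (percentile 0 of random lists in each; camera adjusted p = 0.088, 0.0035 and 0.0041, and adjusted p = 0.89, 0.96 and 0.94 with an estimated correlation). Across genes, the changes at brain P1 and P2 had r = 0.706 and a covariance of 0.262, against 0.5 and 0.0313 simulated for unchanged groups with the same P0 arrays, those at brain P2 and P3 r = -0.0067 and a covariance of -0.00187, against 0.499 and 0.0313, and those at brain P1 and at P1 of the second experiment r = 0.213 and a covariance of 0.0681, against 0.408 and 0.0314. With 1 parental array for each experiment the latter r was 0.0481 or 0.126 and the covariance 0.0178 or 0.0434. Chromosome 19 stood at -0.158 at P1 of the second experiment and chromosome 4 at 0.0272. Chromosomes 3, 12 and 14 stood at 0.005, 0.0673 and -0.1 there. One omission, of parental P0 replicate 2, ended the calls of Ms4a6d and Ecrg4 at breast P1 (adjusted p = 0.094 for Ms4a6d, log2 fold change -4.28).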
